# A novel crosstalk between CCAR2 and AKT pathway in the regulation of cancer cell proliferation

**DOI:** 10.1038/cddis.2016.359

**Published:** 2016-11-03

**Authors:** Michela Restelli, Martina Magni, Vincenzo Ruscica, Patrizia Pinciroli, Loris De Cecco, Giacomo Buscemi, Domenico Delia, Laura Zannini

## Abstract

Human CCAR2 has recently emerged as having a pivotal role in the DNA damage response, promoting apoptosis and repair of heterochromatic DNA breaks. However, less is known about the function of CCAR2 in tumor formation and cancer progression. Here, we demonstrate, for the first time, that CCAR2 loss inhibits the proliferation of cancer cells, but preserves the growth of normal cells. Investigating the mechanisms responsible for this differential effect, we found that CCAR2 depletion specifically impairs the activation of AKT pathway in cancer cells, but not in normal cells, by reducing AKT phosphorylation on Ser473. This effect is achieved through the transcriptional upregulation of *TRB3* gene and accumulation of TRB3 protein, which then binds to and inhibits the phosphorylation and activation of AKT. The defective activation of AKT finally results in reduced GSK3*β* phosphorylation, prevention of G1/S transition and inhibition of cancer cell growth. These results establish an important role for CCAR2 in cancer cells proliferation and could shed new light on novel therapeutic strategies against cancer, devoid of detrimental side effects.

Human CCAR2 (cell cycle and apoptosis regulator 2, also known as DBC1) is a nuclear protein involved in various biological processes including DNA damage response, metabolism, epigenetics, nuclear receptor function, circadian cycle, mRNA splicing,^1^ and B cell development.^2^ We previously demonstrated that CCAR2, phosphorylated by ATM/ATR and cooperating with the checkpoint kinase Chk2 and the proteasome subunit REG*γ*, negatively regulates the NAD^+^-dependent histone deacetylase SIRT1, promoting p53 activation and apoptosis induction in presence of DNA damage.^3, 4^ Recently, we also reported that CCAR2 itself modulates the activity of Chk2 towards KRAB-associated protein 1 (KAP1), thus influencing the repair of DNA breaks.^5^

However, although the role of CCAR2 in the DNA damage response is well established, its function in tumor formation and cancer progression is still controversial. Originally named DBC1 by mistake because its gene maps to a region of chromosome 8 that was found homozygously deleted in breast cancers,^1^ CCAR2 was instead upregulated in many types of tumors.^1^ These findings, together with the fact that CCAR2 loss *in vitro* prevents cancer cells growth^6, 7^ suggested for this protein a role of tumor promoter. On the other hand, CCAR2-knockout mice are tumor prone^8^ and, intriguingly, in some cancer patients, CCAR2 down-regulation is associated with poor prognosis,^1^ suggesting that it acts as tumor suppressor.

The PI3K-AKT pathway has a major role in regulating cellular processes that are hallmarks of cancer cells, like proliferation, survival or migration. This signaling cascade is frequently hyperactivated in human malignancies^9, 10^ thus representing an attractive target for cancer therapy. Indeed inhibitors of the PI3K-AKT pathway are being tested in clinical trials.^11^ PI3Ks constitute a family of lipid kinases that, in response to growth factor stimulation, are phosphorylated and activated by cell surface receptor tyrosine kinases, such as platelet-derived growth factor receptor, insulin-like growth factor 1 receptor and epidermal growth factor receptor. Once activated, PI3Ks catalytic subunit converts the substrate phosphatidylinositol 4,5-biphosphate into phosphatidylinositol-3,4,5-triphosphate on the plasma membrane, which in turn recruits signaling proteins including the phosphoinositide-dependent kinase-1 and AKT.^10^ AKT is activated by phosphorylation at threonine 308 (Thr308) and at serine 473 (Ser473). Once activated, AKT phosphorylates a large number of downstream targets, which regulate cell growth and protein synthesis, increasing proliferation and cell cycle progression.^12^ AKT activity is negatively regulated by the phosphatase and tensin homolog PTEN that, by dephosphorylating phosphatidylinositol-3,4,5-triphosphate, blocks AKT recruitment to the cell membrane finally resulting in the inhibition of AKT signaling pathway.^13^ Among the inhibitors of AKT activation there is also the protein TRB3, a pseudokinase characterized by a kinase-like domain lacking the conserved catalytic residues.^14^ Specifically, TRB3 inhibits AKT activation by binding to this kinase and blocking its phosphorylation on Ser473 by mTORC2.^15^ Accordingly it was also reported that administration of different anti-cancer agents promotes cancer cell death via TRB3 upregulation and the subsequent inhibition of AKT.^16^

Here, we show for the first time that CCAR2, TRB3 and AKT are linked together in a regulatory pathway that controls cancer cell proliferation and leaves unaffected the growth of non malignant cells. In particular, we demonstrate that CCAR2 loss causes a strong reduction of cancer cell proliferation associated with a significant increase of TRB3 at both transcript and protein level. Finally, augmented TRB3 promotes the inhibition of AKT activation and G1/S transition.

## Results

### CCAR2 depletion impairs U2OS cell proliferation by altering the AKT pathway

To evaluate the effect of CCAR2 depletion on cellular proliferation, U2OS cells were transfected with a pool of four different CCAR2 iBONi siRNAs (RIBOXX), which provide an effective silencing for up to 10 days (Figure 1a), and the growth ability and colony forming efficiency was evaluated at different time points. Depletion of CCAR2 induced a significant decrease in U2OS cell proliferation and colony formation (Figures 1b and c). Conversely, a similar analysis performed with a population of BJ-hTERT-KO cells^5^ revealed no proliferation defects (Figure 1d). Collectively these results demonstrate that CCAR2 loss impairs the growth of U2OS, but not of BJ-hTERT cells.

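U2OS is a human osteosarcoma cell line. Total RNA was taken 6 days after transfection with a control siRNA (siLUC) or with a pool of 4 siRNAs against CCAR2 (siCCAR2), in 3 arrays per condition. Labelled cRNA was hybridized to Human HT12_v4 bead arrays, which carry 47321 probes. The siLUC arrays are called A, B and C here and the siCCAR2 arrays D, E and F, after their sections on the chip. All 6 arrays sat on 1 chip, with siLUC in its first sections and siCCAR2 in the next, so that position and silencing cannot be told apart. The labels name BeadStudio 3.8 as the software behind the signals, whereas the methods name GenomeStudio. For the RNA, the labels name an FFPE RNeasy kit and a labelling guide for microRNA, whereas the methods name Qiazol, a clean-up kit and the Illumina TotalPrep kit. The median bead signal was 114.506, 110.91 and 112.508 in the siLUC arrays and 110.07, 123.352 and 105.931 in the siCCAR2 arrays. Probes with a detection p under 0.01 numbered 18300, 17583 and 19408 in siLUC and 18244, 18107 and 18688 in siCCAR2. Signals were log2 transformed and quantile normalized without background correction, since the robust spline normalization of the paper was not run here. The probe filter, the choice of 1 probe per gene, the moderated test of limma and the thresholds (fold change of at least 1.5 and adjusted p of at most 0.05) followed the methods, which left 12013 genes. Groups of genes were tested with camera of limma at a preset correlation of 0.01. The number of arrays limits the precision.

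The labels do not say which siLUC and siCCAR2 arrays come from the same experiment. The fit without pairs is therefore reported first. A fit with the replicate as a block is given beside it, with the pairs A and D, B and E, and C and F. This pairing was picked among the 6 possible ones because its test statistics came closest to those of Supplementary Table 1, so calls with the block are not independent of that table. The median absolute difference of the statistic over 1826 genes was 0.0495 with this pairing and between 0.472 and 1.03 with the others. It called 200 genes, whereas C and D, B and E, A and F called 15 and the other 4 pairings called 0 in limma, with 380 to 647 genes at an unadjusted p under 0.05.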

To investigate the mechanism underlying the regulation of U2OS cells growth by CCAR2, we performed a genome-wide gene expression analysis in control (siLUC) and CCAR2 silenced U2OS cells 6 days after transfection (Supplementary Figure 1). 

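CCAR2, the gene silenced here, fell in siCCAR2 cells. Its normalized log2 signal was 11.26 ± 0.22 (SD, n = 3 arrays) in siLUC cells and 9.92 ± 0.04 (SD, n = 3) in siCCAR2 cells, which is 2.53-fold lower (log2 fold change of -1.34, standard error 0.15, adjusted p = 0.0394 from limma). SPARC, a secreted matrix glycoprotein also known as osteonectin, fell 3.26-fold, from 11.87 ± 0.29 to 10.16 ± 0.22 (log2 fold change of -1.71, standard error 0.19, adjusted p = 0.0394). SP140, a nuclear body protein, rose 2.35-fold, from 8.42 ± 0.08 to 9.65 ± 0.14 (log2 fold change of 1.23, standard error 0.14, adjusted p = 0.0394). For these 3 genes every siCCAR2 array lay on the same side of every siLUC array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). CCAR2, SPARC and SP140 were the only genes past both thresholds without the block, and 780 genes had an unadjusted p under 0.05. With the replicate block the adjusted p was 8.5e-05 for CCAR2, 1.89e-05 for SPARC and 0.000106 for SP140. The groups did not overlap for 1445 genes (12.0%, where chance gives 10% on average). Genes vary together, so this gap is not a test. Splitting arrays A, C and D from B, E and F put 2182 genes at an unadjusted p under 0.05 in limma, against 780 here.

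**Figure D1:**
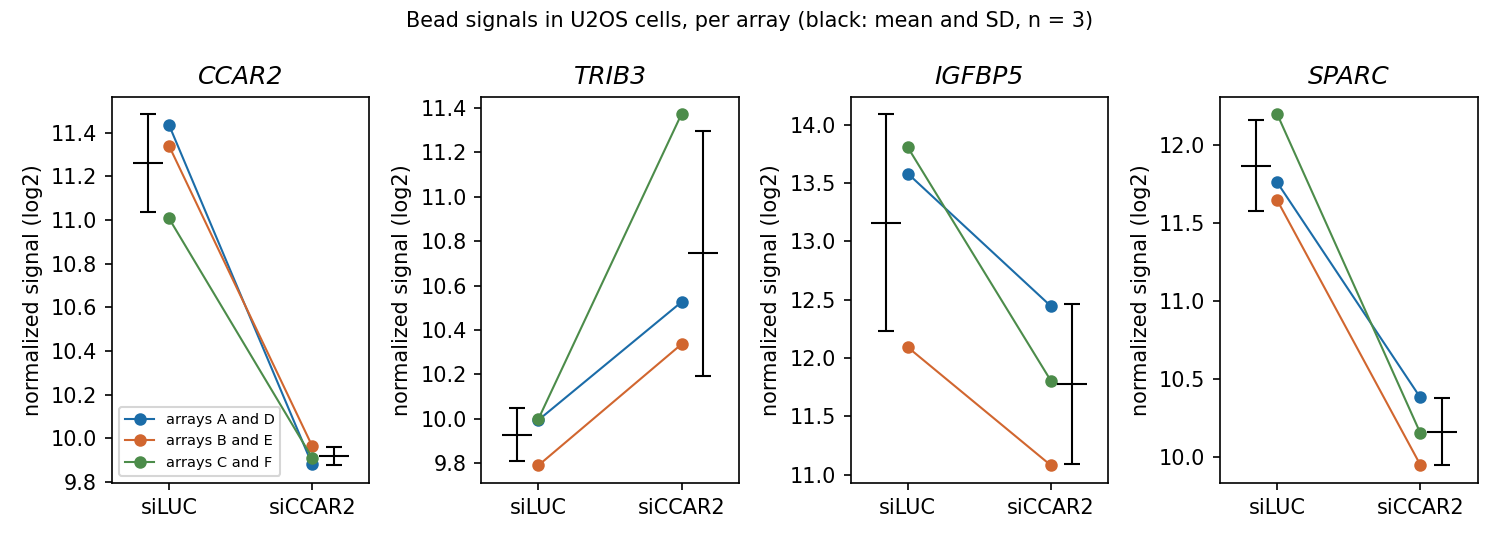
Normalized log2 signal (y axis) of CCAR2, TRIB3, IGFBP5 and SPARC in each siLUC and siCCAR2 array (x axis), n = 3 arrays per condition. Colored points are arrays, lines join the pairs A and D, B and E, and C and F, and black bars are the mean and SD; the siCCAR2 arrays lie below every siLUC array for CCAR2 and SPARC and above them for TRIB3.

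Without siLUC array A or C or siCCAR2 array D, E or F no gene passed, and the adjusted p was then 0.337, 0.0944, 0.26, 0.197 and 0.399 for CCAR2, 0.337, 0.153, 0.214, 0.197 and 0.399 for SPARC and 0.337, 0.231, 0.214, 0.197 and 0.399 for SP140. The adjusted p of CCAR2 was 0.103 after background correction with neqc, 0.0597 with median scaling alone and 0.0596 with the probe of highest mean signal, each of which left 0 genes.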

Microarray analysis identified 165 CCAR2 regulated genes that exhibited a fold change >1.5 between siLUC and siCCAR2 transfected cells. Overall, 97 of these genes (58.8%) were found to be upregulated, whereas 68 (41.2%) were downregulated (Figure 2a; Supplementary Table 1). 

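With the replicate block, 120 genes rose (60%) and 80 fell (40%) in siCCAR2 cells. PLAC8 rose 3.14-fold, from a normalized log2 signal of 8.15 ± 0.59 (SD, n = 3) to 9.80 ± 0.45 (log2 fold change of 1.65, adjusted p = 0.000137 from limma with the block). MMP7, the matrix protease matrilysin, rose 2.78-fold from 7.05 ± 0.54 to 8.53 ± 0.51, and CLDN1, a claudin of tight junctions, rose 2.26-fold from 8.24 ± 0.53 to 9.41 ± 0.50. CCL26, a chemokine of the eotaxin group, rose 2.23-fold, the interleukin receptor gene IL7R 2.10-fold and the proteoglycan gene SRGN 2.11-fold. SUGCT, SFTA1P, IGFL3, SCG5 and SCARNA11 rose between 1.96-fold and 2.49-fold. A2M, a secreted protease inhibitor, fell 3.52-fold, from 10.02 ± 0.99 to 8.20 ± 0.37 (log2 fold change of -1.82, adjusted p = 0.000287 with the block). MGP, the matrix Gla protein, fell 2.57-fold, the collagen VI chain gene COL6A3 2.21-fold and MMP9, gelatinase B, 1.99-fold. LIAT1, BTBD2, MIA, PRB2, DYNLT2B and RASL11B fell between 1.83-fold and 2.22-fold. MMP3, stromelysin, rose 5.29-fold with the block (adjusted p = 8.5e-05), although its siLUC arrays (7.30 ± 1.40) and siCCAR2 arrays (9.71 ± 1.71) overlap. Together with SPARC, SP140 and CCAR2, and apart from MMP3, these are the genes with the largest changes among the 106 called ones whose groups do not overlap. Without the block their adjusted p lay between 0.131 for CCL26 and 0.767 for MMP9 and RASL11B. Leaving out arrays B and E left 249 genes higher and 256 lower with the block, and leaving out A and D 76 and 66. With the block and median scaling alone, which moved the median of all genes to -0.11, 22 genes rose and 41 fell (34.9% higher), and with a variance trend and robust estimation the adjusted p became 0.0687 for A2M and 0.113 for MMP3.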

To gain insights into the function of CCAR2 regulated genes, we carried out an ingenuity pathway analysis (IPA) and found that among the five top molecular and cellular functions, ‘Cellular growth and proliferation' and ‘Cell death and survival' were included (Supplementary Table 2). In addition, we identified three networks strongly altered in CCAR2 silenced cells, compared with controls, named N1, N2 and N3 (Supplementary Figures 2A–C). 

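Genes of mitosis were lower in siCCAR2 cells as a group. Of 37 G2/M genes tested, 28 lay below 0 and 9 above, with a median log2 fold change of -0.20 (adjusted p = 5.2e-06 from camera, adjusted p = 0.457 with an estimated correlation). The kinetochore genes NDC80 and NUF2 both had a log2 fold change of -0.48, the spindle motor gene KIF11 -0.46 and the checkpoint gene MAD2L1 -0.42. None of the 37 passed limma on its own, without or with the block, where 12 and 15 had an unadjusted p under 0.05, all lower (0 lower without the block and 8 lower with it when adjusted over the list alone). Genes of G1/S and DNA replication were also lower as a group, with 31 of 37 below 0 and a median of -0.11 (adjusted p = 0.00161 from camera, adjusted p = 0.457 with an estimated correlation). PRIM1, a DNA primase subunit, had a log2 fold change of -0.45, UHRF1 -0.39 and TYMS, thymidylate synthase, -0.31, and none of the 37 passed limma (3 lower at an unadjusted p under 0.05 in either fit, 0 when adjusted over the list alone).

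Of 6 cell cycle inhibitors tested, CDKN1B, which encodes p27, had a log2 fold change of -0.77 (adjusted p = 0.486 without the block) and fell with the block (adjusted p = 0.00377). CDKN1A, which encodes p21, had a log2 fold change of 0.59 (adjusted p = 0.657) and rose with the block (adjusted p = 0.0245). The group of inhibitors did not pass camera (median -0.30, or -0.14 without array E, adjusted p = 0.0761). When adjusted over the list alone 1 rose and 1 fell, and with the block 1 rose and 3 fell. Targets of p53 were higher as a group, with 19 of 22 above 0 and a median of 0.28 (adjusted p = 0.000174 from camera, adjusted p = 0.293 with an estimated correlation). None passed limma without the block (5 higher and 2 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and 2 rose with it, CDKN1A and GDF15 (11 higher and 2 lower when adjusted over the list alone). Of 23 apoptosis regulators, 16 lay above 0 (median 0.12, or 0.22 without array B and 0.047 without C, adjusted p = 0.11 from camera). The pro-apoptotic genes BCL2L11, BAX and BID had log2 fold changes of -0.49, 0.48 and 0.40 and the anti-apoptotic BCL2L1 0.42, and none of the 23 passed limma (0 higher and 1 lower at an unadjusted p under 0.05, 4 and 1 with the block, 0 when adjusted over the list alone). Without siLUC array B the adjusted p of the G1/S genes was 0.219, without siCCAR2 array D that of the inhibitors was 0.0487 (up to 0.478, without E) and without siLUC array A that of the apoptosis regulators 0.0455 (up to 0.509, without C), whose median with median scaling alone was -0.013. With the block, the call of CDKN1A ended without arrays A and D (adjusted p = 0.176), without C and F (0.079), after neqc (0.0914) and with median scaling alone (0.451), and that of CDKN1B after neqc (0.0512).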

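The genes drawn as single colored nodes in Supplementary Figures 2A-C, read by eye, number 54, and 53 of them were tested here. Red nodes had a positive and green nodes a negative log2 fold change in all 53. In N1, the cytokine gene CD70 rose 1.85-fold and the diacylglycerol kinase gene DGKA 1.80-fold with the replicate block, whereas the collagen gene COL22A1 fell 2.59-fold and GAS6, a ligand of receptor tyrosine kinases, fell 1.80-fold. In N2, the secreted factor gene GDF15 rose 2.06-fold, the tropomyosin gene TPM2 1.82-fold and CAV2, a caveolin, 1.77-fold. SERPINA3, a secreted protease inhibitor, fell 1.93-fold, IGFBP7 1.70-fold and the lipoprotein lipase gene LPL 1.67-fold. In N3, TSPYL2 rose 1.79-fold, EBI3, a cytokine subunit, 1.74-fold and the lysosomal gene CD68 1.78-fold, and CSRP2 fell 1.68-fold. With the block, 17 of 19 genes of N1 passed (10 higher, 7 lower), as did 17 of 18 of N2 (11 higher, 6 lower) and 16 of 16 of N3 (13 higher, 3 lower), from limma. MICA (log2 fold change of 0.57, adjusted p = 0.0439) and PTMA (-0.58, adjusted p = 0.0328) missed only the fold threshold in limma with the block. DBNDD1, with a log2 fold change of -0.15, passed neither threshold (adjusted p = 0.679). Without the block only SPARC, in N3, passed. CASP1, SBSN and AKR1B10 were detected in no siLUC array, so their rises are at least 1.19-fold, 1.10-fold and 1.09-fold against the detection limit. The study chose these genes on these samples, so their counts are not independent evidence of a direction.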

All these pathways are involved in sustaining cancer cell growth and N1 has NF-kB as the hub gene, N2 includes several genes regulating AKT kinase and N3 is linked to ERK1/2 pathway. 

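Targets of NF-kB lay mostly above 0 in siCCAR2 cells, 17 of 22, with a median log2 fold change of 0.16. With the 3 members detected in 1 condition only set to the detection limit, the median was 0.12. SOD2, the mitochondrial superoxide dismutase, had a log2 fold change of 0.65 (standard error 0.25). NFKB2 and RELB, subunits of NF-kB, had log2 fold changes of 0.37 and 0.35. None passed limma without the block (2 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). With the block SOD2 (adjusted p = 0.0427) and the cytokine gene IL6 (adjusted p = 0.0244) were higher and MMP9 lower (2 higher and 1 lower when adjusted over the list alone). IL6 was detected in no siLUC array, so it was at least 1.31-fold higher against the detection limit. The group did not pass camera (adjusted p = 0.0551, adjusted p = 0.457 with an estimated correlation). Genes that respond to ERK1/2 went both ways, 7 of 17 above 0, with a median of -0.07 (adjusted p = 0.945 from camera). Leaving out 1 array moved this median to either side of 0, to 0.092 without A, 0.023 without C, 0.075 without E, -0.018 without F, -0.16 without D and -0.23 without B, and it was -0.27 with array quality weights. The transcription factor genes FOSL1, EGR1 and MYC had log2 fold changes of 0.41, -0.43 and 0.35. No ERK1/2 gene passed limma in either fit (0 at an unadjusted p under 0.05 without the block, 3 higher and 3 lower with it, 0 when adjusted over the list alone).

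The list of NF-kB targets passed camera without array A (adjusted p = 0.00372), C (0.0269) or E (0.0122), after neqc (0.0498), with median scaling alone (0.0106), with the probe of highest mean signal (0.0434), with no detection filter (0.0461) and with detection in at least 3 arrays (0.0482). It did not pass without array B (adjusted p = 0.498), D (0.242) or F (0.0972) or with array quality weights (0.392). Its median was 0.028 without B and 0.25 without A. The block's call of SOD2 ended without arrays C and F (log2 fold change of 0.38, adjusted p = 0.384), after neqc (0.154), with median scaling alone (0.37) and with the probe of highest mean signal (0.0734). From the genes that make up N1, N2 and N3, the paper links CCAR2 regulated genes to NF-kB, AKT and ERK1/2 and goes on to examine the activation of each in U2OS cells (Figure 2b). Since phosphorylation of AKT was reduced there, whereas ERK1/2 and NF-kB were unaltered, and AKT was activated in BJ-hTERT cells (Figure 2c), the paper proposes that the loss of CCAR2 lowers AKT activation in cancer cells only.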

A similar analysis was also performed between parental BJ-hTERT and the mass culture of BJ-hTERT-KO for *CCAR2* gene, that does not have growth defects, but none of these pathways was found to be affected (Supplementary Table 3). To further corroborate these results, we silenced CCAR2 in U2OS cells and evaluated its effect on NF-kB, AKT and ERK1/2 activation. Compared with the control, CCAR2 silencing (Figure 2b) determined a reduction in AKT phosphorylation on S473 (a hallmark of its activation), whereas it left unaltered ERK1/2 and NF-kB. On the other hand, CCAR2 depletion in BJ-hTERT cells induced AKT activation (Figure 2c).

Altogether these results suggest that CCAR2 loss negatively impacts on AKT activation only in cancer cells.

### CCAR2 specifically regulates the proliferation of human cancer cell lines

CCAR2 loss was reported to specifically reduce the growth of cancer cells with mutant p53^8^ and negatively affect the proliferation of estrogen receptor (ER) negative cells,^17^ whereas its role in ER positive cells growth is disputed.^18, 19^ Therefore, we extended the analysis of CCAR2 silencing effects to a panel of several cancer cell lines with different p53 and ER status (Supplementary Table 4A and B), and we intriguingly found that CCAR2 depletion strongly inhibited the proliferation of lung, osteosarcoma and breast cancer cells (A549, SAOS2, MCF-7, MDA-MB-231, BT549, and MDA-MB-453) regardless of p53 and ER status (Figure 3a; Supplementary Figures 3A and C). Conversely, as for BJ-hTERT, CCAR2 silencing had no effect on the growth of non malignant cells (like MCF10A, HME and IOSE80) (Figure 3b; Supplementary Figures 3B and C). We next verified the effect of CCAR2 knock-down on AKT activation and interestingly found a correlation in all cancer cells between growth inhibition and decreased AKT phosphorylation (Figure 4a). On the other hand, the lack of growth defects in the CCAR2-depleted normal cells was associated with increased levels of phosphorylated AKT (Figure 4b).

To evaluate the specificity of this phenomenon, we transfected A549 and HME cells with other two siRNA sequences or with their combination and we evaluated their effect on cellular proliferation and AKT phosphorylation. We found that all the tested siRNAs induce a proliferation defect associated with reduced AKT phosphorylation in A549, but not in HME cells (Supplementary Figures 4A and B).

To prove that the proliferation defect caused by CCAR2 depletion depends on reduced AKT activation, U2OS and A549 cells were silenced for CCAR2 and PTEN, to mimic constitutive AKT activation, and their effect on cellular proliferation and AKT phosphorylation was verified. We demonstrate that PTEN depletion rescued the growth defect induced by CCAR2 depletion in U2OS and, partially, in A549 cells and restored the phosphorylation of AKT in both cell lines (Figures 4c and d; Supplementary Figures 5A and B). Moreover, we silenced AKT and CCAR2 in A549 and HME cells, and we found that loss of both proteins does not worsen the anti-proliferative effect of CCAR2 depletion alone in A549, but reduces the growth of HME cells (Supplementary Figures 6A and B). These data indicate that CCAR2 and AKT have epistatic roles in cancer cells.

Furthermore, we evaluated if SIRT1, the major CCAR2 target,^20^ is implicated in this CCAR2 function. As shown in Supplementary Figure 7, the depletion of SIRT1 did not rescue the growth defect induced by CCAR2 silencing in A549 cells.

All these data indicate that CCAR2 depletion inhibits selectively the proliferation of cancer cells, in a SIRT1 independent manner, by reducing AKT activation.

To better evaluate the biological effect of CCAR2 silencing, we performed soft agar growth assays with HME and A549 cells. We found that CCAR2 depletion, does not increase the ability to grow in soft agar of HME cells, despite the induction of AKT phosphorylation, whereas, as expected, reduces the anchorage independent growth of A549 cells (Figures 5a and b). We also tested if CCAR2 overexpression can induce malignant transformation and found, with a stably transfected clone, that ectopic CCAR2 does not increase the growth in soft agar of HME cells (Figure 5c). Altogether these results indicate that alteration of CCAR2 protein levels cannot induce malignant transformation of normal cells.

Finally, we tested if CCAR2 loss can increase the sensitivity of cancer cells to anti-cancer agents. For this A549 and HME cells were silenced for CCAR2 and their viability was analyzed 48 h after etoposide or tamoxifen treatment. As evidenced in the charts, CCAR2 depletion protected cancer cells from etoposide induced cell death, but increased their sensitivity to tamoxifen (Supplementary Figure 8).

### CCAR2 depletion affects S-phase progression

To identify the mechanism responsible for the reduced proliferation of CCAR2-depleted cancer cells, we initially analyzed the levels of the apoptotic marker cleaved PARP, but no significant differences between control and CCAR2-depleted cells were found except for A549, where a slight increase of cleaved PARP levels was detectable in CCAR2 silenced cells (Figure 6a). Moreover, we evaluated the percentage of dead cells by trypan blue exclusion test in HME, U2OS and A549 cells depleted of CCAR2 and also in this case we confirmed that CCAR2 absence does not affect the viability of HME and U2OS cells, whereas it rises the percentage of dead cells in A549 from about 5–15% (Figure 6b). As these differences cannot account for the growth defect detected in cancer cells, we analyzed the effect of CCAR2 silencing on cell cycle progression. We labeled A549 cells with the 5-bromo-2′-deoxyuridine analog EdU, which marks S-phase cells^8^ and found that the fraction of EdU-positive cells accounted for 40% in siLUC controls and only about 20% in CCAR2 silenced cells (Figure 6c). Notably, no differences in EdU positivity were found between siLUC and siCCAR2 in the normal cell line IOSE80 (Figure 6c).

To further ascribe the defect in G1/S transition to the reduced AKT activation, we analyzed in different cell lines the phosphorylation of GSK3*β*, whose phosphorylation by AKT is required to allow G1/S progression.^12^ In accordance with our hypothesis, we found that the phosphorylation of GSK3*β* on Ser9 is reduced in A549, U2OS and MDA-MB-231 cells depleted of CCAR2, but induced in silenced HME and IOSE80 normal cells (Figure 6d). Altogether these results suggest that CCAR2 depletion reduces AKT activation and consequently GSK3*β* phosphorylation, finally preventing G1/S transition in cancer cells.

As these data contrast with those we previously published about normal cell cycle progression of CCAR2-KO U2OS clones,^5^ we analyzed proliferation and AKT phosphorylation in these cells, but we did not find defects in AKT activation or in the rate of proliferation (Supplementary Figure 9), probably reflecting the acquired ability of CCAR2-KO clones to counteract the absence of CCAR2.

### CCAR2 inhibits AKT activation by regulating TRB3 expression

To understand the molecular mechanism underlying CCAR2-dependent regulation of AKT activation, we performed co-immunoprecipitation analyses in both A549 and MCF10A cells, but we were unable to find any CCAR2-AKT association (Supplementary Figure 10).

Thus, since our gene expression profile analysis revealed that in U2OS CCAR2 altered the expression of genes related to the AKT pathway, we performed RT-qPCR analysis in different cell lines silenced for CCAR2, with a focus on *TRB3,* since alteration in its expression is known to impact on AKT phosphorylation and activation.^14, 15^ We found that CCAR2 depletion induces the accumulation of TRB3 mRNA and protein in U2OS and A549 cells, but not in the normal cell lines HME and IOSE80 (Figures 7a and b). 

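TRIB3, the gene of TRB3, had a normalized log2 signal of 9.93 ± 0.12 (SD, n = 3 arrays) in siLUC U2OS cells and 10.74 ± 0.55 (SD, n = 3) in siCCAR2 U2OS cells. This is 1.76-fold higher (log2 fold change of 0.82, standard error 0.25), and every siCCAR2 array lay above every siLUC array (two-sided exact permutation test, p = 0.1, the smallest possible). The adjusted p was 0.767 in limma without the block. With the block TRIB3 rose (adjusted p = 0.0137), by 0.53 in arrays A and D, 0.55 in B and E and 1.37 in C and F. The kinase gene AKT1 had a log2 fold change of -0.13, between -0.27 without array D and 0.045 without E (adjusted p = 0.913, and 0.667 with the block), and AKT2 was detected in only 1 array, so no change is given for it. TRIB3 is a target of ATF4, the transcription factor of the integrated stress response, and all 28 ATF4 targets tested lay above 0, with a median of 0.29 (adjusted p = 5.53e-06 from camera, adjusted p = 0.457 with an estimated correlation). NUPR1, a stress-induced chromatin protein, had a log2 fold change of 0.92, SESN2, sestrin 2, 0.66 and the seryl-tRNA synthetase gene SARS1 0.53. None of the 28 passed limma without the block (4 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone), and TRIB3 and NUPR1 (adjusted p = 0.0357) rose with it (8 higher when adjusted over the list alone).

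**Figure D2:**
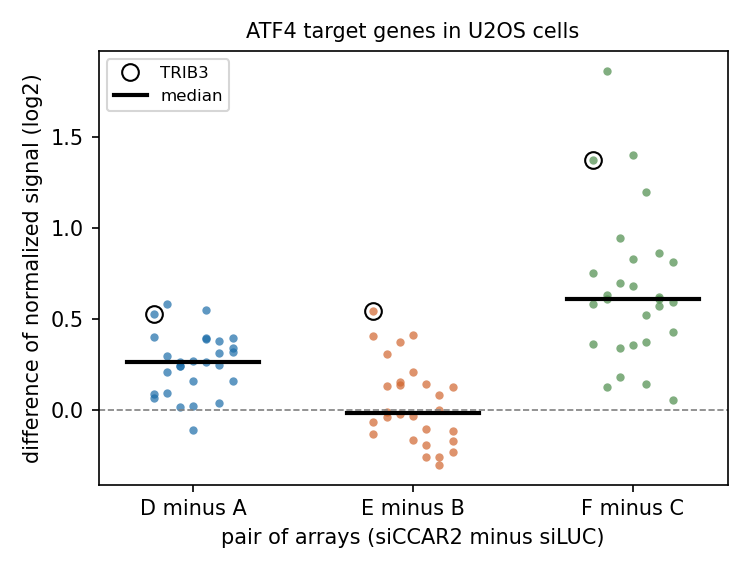
Difference of normalized log2 signal, siCCAR2 minus siLUC (y axis), of the 28 ATF4 targets in each pair of arrays (x axis). Points are genes, black lines are medians, and the circle marks TRIB3; the median was 0.27 in D minus A, -0.01 in E minus B and 0.61 in F minus C.

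Without array F the log2 fold change of TRIB3 was 0.50, and the block's call of TRIB3 ended without arrays C and F (log2 fold change of 0.54, adjusted p = 0.0563), after neqc (0.107) and with median scaling alone (0.166). The block's call of NUPR1 ended without C and F (log2 fold change of 0.45, adjusted p = 0.199), after neqc (0.168), with median scaling alone (0.116) and with a variance trend and robust estimation (0.252). The median of the ATF4 targets was 0.15 without array A, 0.12 without F and 0.22 with 2 targets not detected in siLUC set to the detection limit.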

As TRB3 is known to bind and inhibit AKT,^14, 15^ we performed co-immunoprecipitation analyses in control and CCAR2 silenced cells, and we found that the association between AKT and TRB3 increases upon CCAR2 depletion in A549 and U2OS cells (Figures 7c and d), but is not modulated in HME and IOSE80 cells (Supplementary Figures 11A and B).

Collectively these results indicate that, in cancer cells, CCAR2 loss induces the accumulation of TRB3 leading to an augmented binding and inhibition of AKT.

## Discussion

Our studies demonstrate a critical role for CCAR2 in cancer cell proliferation, where its depletion negatively impacts on their growth ability, but they also interestingly show, for the first time, that CCAR2 absence preserves the proliferation of normal cells. This phenomenon suggests that cancer cells, owing to accumulated alterations during the transformation process, may become addicted to CCAR2 expression, and its ablation may establish a synthetic lethality effect.

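In U2OS cells, 30 genes of the PI3K-AKT pathway were tested, of which 14 lay above 0 and 16 below in siCCAR2 cells. Their median log2 fold change was -0.03, between -0.038 without array C and 0.0061 without A (adjusted p = 0.879 from camera). With members detected in 1 condition only set to the detection limit, the median was 0. The list holds activators of AKT as well as genes that restrain it, so a median near 0 leaves the state of the pathway open. PDGFRA, a receptor of platelet-derived growth factor, had a normalized log2 signal of 10.97 ± 1.26 (SD, n = 3 arrays) in siLUC and 10.06 ± 0.71 (SD, n = 3) in siCCAR2 cells, a log2 fold change of -0.91 (adjusted p = 0.824 from limma). PDGFRA was the only member that fell with the replicate block (adjusted p = 0.0164). PDPK1, the kinase that phosphorylates AKT in its activation loop, had a log2 fold change of -0.36, the catalytic PI3K subunit gene PIK3CD 0.31, PDGFRB -0.31 and FOXO4, a transcription factor restrained by AKT, -0.38. None of the 30 passed limma without the block (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone). With the block 1 was higher and 4 were lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone). The log2 fold change of PDGFRA was -0.60, -1.64, -0.51 and -0.53 without array A, B, C and E, and -0.59 without C and F. The block's call of PDGFRA ended after neqc (adjusted p = 0.124) and with a variance trend and robust estimation (0.0833).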

To understand this phenomenon, we performed gene expression profiles and found, specifically in CCAR2-deficient cancer cells, a severe perturbation of the AKT pathway, which is frequently hyperactivated in several human tumors and in cancer cell lines.^21^ Accordingly, we discovered that CCAR2 depletion determines growth reduction and impairment of AKT activation in all the tested cancer cells, even if to a different extent because of the diverse growth rate of the analyzed cell lines. This growth defect finally results in a reduced ability to grow in soft agar and increased sensitivity to tamoxifen treatment, but not to etoposide, which is known to induce CCAR2-SIRT1 association and apoptosis inhibition.^3^ By contrast, in non malignant cells, CCAR2 silencing had no effect on proliferation and was associated with increased AKT phosphorylation that, however, does not contribute to malignant transformation as both CCAR2 depletion and overexpression does not allow the anchorage independent growth of normal cells. Thus, it is possible that cells require AKT activation to survive CCAR2 loss and that only cells with an intact AKT pathway can do it. However, further experiments are necessary to determine the reason why CCAR2 has this effect specifically in cancer cells and not in normal cells. One hypothesis is that CCAR2 depletion could lead to a synthetic lethal effect with the hyperactivation of AKT, mainly detectable in cancer cells. Alternatively, CCAR2 could interact with some transcriptional regulators and modulate their activity differently in cancer and normal cells. Accordingly, the expression of genes implicated in the induction of AKT function, such as MSR1 and RAB11-FIP1,^22, 23^ has been found deregulated in BJ-hTERT cells and, on the contrary, genes involved in AKT repression are specifically altered in U2OS cells. Another possibility is that CCAR2 loss, which is known to induce metabolic defects,^24^ could be more detrimental in cancer than in normal cells because of the Warburg effect and because of normal cells ability to activate AKT also in the absence of CCAR2. In accordance with this hypothesis, we found that TRB3, whose gene transcription is induced by aminoacids deprivation,^25^ and which is known to inhibit AKT activation,^15, 16^ is upregulated in cancer cells depleted of CCAR2, but not in normal cells. Therefore, we demonstrated that the inhibition of AKT activity by CCAR2 depletion in cancer cells could be, at least in part, due to the upregulation of *TRB3* gene, which results in TRB3 protein accumulation and increased interaction with the AKT protein. Differently, the inability to induce TRB3 accumulation, could explain the reason why in normal cells CCAR2 depletion can promote AKT phosphorylation. Unfortunately, we were not able to perform proliferation assays in cells silenced for CCAR2 and TRB3, because of the reported toxic effect of TRB3 depletion.^26, 27^ Anyway, other genes encoding for proteins related to the AKT pathway could also be implicated as suggested by our results and previous reports. 

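Besides TRIB3, the genes drawn in N2 that bear on AKT include IGFBP5, PPARG and PDGFA. IGFBP5, which binds insulin-like growth factors, had a normalized log2 signal of 13.16 ± 0.93 (SD, n = 3 arrays) in siLUC and 11.78 ± 0.68 (SD, n = 3) in siCCAR2 U2OS cells, 2.61-fold lower (log2 fold change of -1.38, standard error 0.46). Its differences were -1.14, -1.01 and -2.00 in the pairs of arrays A and D, B and E, and C and F, and another IGFBP5 probe gave a log2 fold change of -1.03. PPARG, a nuclear receptor of lipid metabolism, went from 10.04 ± 0.33 to 10.87 ± 0.33, 1.78-fold higher (log2 fold change of 0.83, standard error 0.22), with differences of 0.85, 0.78 and 0.86. PDGFA, a growth factor, went from 9.62 ± 0.60 to 8.91 ± 0.38, 1.64-fold lower (log2 fold change of -0.72, standard error 0.30), with differences of -1.01, -0.17 and -0.96. Without the block the adjusted p from limma was 0.767 for IGFBP5, 0.684 for PPARG and 0.767 for PDGFA (two-sided exact permutation test, p = 0.2, 0.1 and 0.2). With the block IGFBP5 fell (adjusted p = 0.0004), PPARG rose (0.00181) and PDGFA fell (0.0278). The block's call of PPARG ended with median scaling alone (adjusted p = 0.157), and that of PDGFA without arrays A and D (0.215), after neqc (0.131) and with median scaling alone (0.111). The log2 fold change of PDGFA was -0.39 without siLUC array A and -1.20 with array quality weights.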

Indeed, we found that in CCAR2-depleted cells also the expression of *IGFBP5*, *PPARG* and PDGFA is altered and all these proteins can directly or indirectly regulate AKT activation.^16, 28, 29, 30^ Moreover, it was previously shown that CCAR2 regulates breast and colon cancer progression by acting respectively as PEA3 and PROX-1 transcription factors co-activator^7, 17^ and, of note also these proteins are implicated in AKT pathway regulation.^31, 32^

Finally, our studies suggest a model (Figure 7e) in which CCAR2 depletion in cancer cells promotes the inactivation of the AKT pathway by altering the transcription of genes coding for proteins implicated in the regulation of AKT activity, such as TRB3. AKT inactivation then leads to reduced phosphorylation of GSK3*β*, which in turn prevents G1/S-phase progression and cells proliferation. In normal cells, however, CCAR2 depletion leads to AKT activation and leaves unaltered the cellular growth. However, further studies will be necessary to elucidate the mechanisms responsible for this differential behavior of CCAR2 in normal and cancer cells and will provide useful insights for the discovery of novel therapeutic targets for the treatment of multiple cancers.

## Materials and Methods

### Cell lines

Human osteosarcoma U2OS and SAOS cells, human lung cancer A549 cells, breast cancer MCF-7, BT549 and MDA-MB-453 cells were grown in DMEM (Lonza, Basel, Switzerland) with 10% of fetal bovine serum (FBS). Breast cancer MDA-MB-231 and the normal ovarian IOSE80 cells were cultured in RPMI-1640 (Lonza) with 10% FBS. BJ-hTERT human fibroblast cells were grown in DMEM/Medium199 (4:1) with 10% of fetal bovine serum and 10 *μ*g/ml Hygromycin B. Human non tumorigenic mammary epithelial MCF10A and HME cells were cultured in DMEM/F12 (1:1, Lonza) with 10% of FBS, insulin (5 *μ*g/ml), hydrocortisone (1 *μ*g/ml), and human epidermal growth factor (hEGF; 10 ng/ml).

### Expression vectors, siRNAs and transfections

siRNAs against CCAR2 were iBONi siRNA Pool (RIBOXX, Radebeul, Germany) or single sequences. siRNA against SIRT1 were ON-TARGET plus SMART pool (GE Healthcare Dharmacon, Lafayette, CO, USA), whereas those against PTEN and AKT were FlexiTube siRNA (Qiagen, Valencia, CA, USA). Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) and Lipofectamine RNAiMAX (Thermo Fisher Scientific) were used for plasmids and siRNAs transfections, respectively, according to the manufacturer's instructions.

### Cell growth analysis

The day after control or CCAR2 siRNA transfection, cells were seeded in a 12 wells plate at 10 000 cells per well (for MCF10A 20000 cells were seeded) in duplicate. Grown cells were then counted at the indicated days and results of three independent experiments were reported in the chart.

To test the sensitivity to anti-cancer agents, cells transfected with CCAR2 siRNA were seeded in a 96 wells plate and, 24 h later, treated with etoposide or tamoxifen at the indicated concentrations. Viability was determined 48 h after treatment by CellTiter-Glo Cell Viability Luminescent Assay (Promega, Madison, WI, USA) according to manufacturer's procedures.

### Soft agar assay

Soft agar assays were performed as previously described.^33^ Briefly, 5 × 10^4^ cells were suspended in 1.5 ml of the appropriate complete medium containing 0.33% agar, added into a layer of complete medium containing 0.5% agar and incubated for 3 weeks. Plates were then analyzed for colony number and size and representative images were captured by optical microscope.

### Western blot, antibodies and immunoprecipitations

The NuPAGE system (Thermo Fisher Scientific) was used for western blot analyses.^4^ Quantification of protein levels were normalized to loading control and for phosphorylated proteins to total proteins. Proteins were transferred to a PVDF membrane (Protran, Merck Millipore, Darmstadt, Germany). The blots were incubated with the following antibodies: CCAR2 (Bethyl Laboratories, Montgomery, TX, USA or Cell Signaling Technology, Danvers, MA, USA); phospho-AKT-S473 (Cell Signaling Technology), pan-AKT (Cell Signaling Technology), SIRT1 (Cell Signaling Technology), PTEN (Cell signaling Technology), Vinculin (Sigma-Aldrich, Darmstadt, Germany) and *β*-Actin (Sigma). For immunoprecipitation analyses, A549 and MCF10A cells were lysed with ELB buffer^3^ and 1 mg of total protein extracts were incubated with anti-CCAR2 antibody (Bethyl Laboratories) for 4 h at 4 °C. Beads were washed three times with ELB buffer and then resuspended in Laemmli buffer heated at 98 °C, loaded on NuPAGE gels and subjected to western blot analyses with the indicated antibodies.

### Microarray analyses

Total RNA was isolated from U2OS and BJ-hTERT samples using Qiazol (Qiagen, Valencia, CA, USA) reagent. After a clean-up treatment with RNAeasy kit following the manufacture's recommendations (Qiagen) and with RNase-free DNase to remove contaminating genomic DNA, RNA integrity and purity was assessed by Bioanalyzer (Agilent Technology, Santa Clara, CA, USA).

RNA samples were processed for microarray hybridization by the Functional Genomics core facility at the Fondazione INT (Milan). Briefly, 300 ng of total RNA was reverse transcribed, labeled with biotin and amplified overnight (14 h) using the Illumina RNA TotalPrep Amplification kit (Ambion, Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer's protocol. Overall, 1 *μ*g of the biotinylated cRNA sample were mixed with the Hyb E1 hybridizatioin buffer containing 37.5% (w/w) formamide and then hybridized to Sentrix Bead Chip Human HT12_v4 (Illumina, San Diego, CA, USA) at 58 °C overnight (18 h). The array represents over 47 000 bead types, each with a unique sequence derived from human genes in the National Centre for Biotechnology Information Reference Sequence and UniGene database. Array chips were washed with manufacturer's E1BC solution, stained with 1 *μ*g/ml Cy3-streptavidine (Amersham Biosciences) and eventually scanned with Illumina BeadArray Reader. We collected primary data using the supplied scanner software and GenomeStudio v2009.1 software package (Illumina, San Diego, CA, USA).

Microarray data were analyzed through the R programming language (v 3.0.0, http://www.R-project.org/). All samples passed quality controls; raw data were log_2_ transformed and normalized using the robust spline normalization (RSN) method implemented in the *lumi*^34^ package of Bioconductor.^35^ Probes with a detection *P*-value<0.01 in at least 1 sample were included in the statistical analysis; in case of multiple probes targeting the same gene symbol, the probe detected in the highest number of samples was selected (the probe with the highest interquartile range was chosen in case of equal detection rate). The class comparison analysis was performed using a moderated *t*-test as implemented in the *limma* package.^36^ P-values were adjusted for multiple testing using Benjamini–Hochberg false discovery rate (FDR). The genes with an absolute fold change ⩾2 and FDR⩽0.01 were considered statistically significant. To evaluate the fine-tuning gene deregulation in response to the CCAR2 inactivation a less stringent analysis was performed (FC⩾1.5 and FDR⩽0.05) and the differentially expressed genes were loaded in the Ingenuity Pathway Analysis software (www.ingenuity.com) to point out the deregulated gene networks. Microarray data were deposited and are available on NCBI Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo/) with the accession number GSE87364.

### RNA extraction and real-time quantitative PCR

For quantitative real-time quantitative PCR (qPCR) total RNA was extracted from U2OS, A549, HME and IOSE80 cells with the mRNeasy mini columns. Overall, 1 *μ*g of total RNA was reverse transcribed using the Transcriptor First Strand c-DNA Synthesis kit (Roche, Basel, Switzerland). real-time qPCR was performed with SYBR Green qPCR Master Mix (Thermo Fisher Scientific) and GAPDH mRNA was used for normalization. Primers used were: TRB3_forward TGCCCTACAGGCACTGAGTA; TRB3_reverse GTCCGAGTGAAAAAGGCGTA; GAPDH_forward AATCCCATCACCATCTTCCA and GAPDH_reverse TGGACTCCACGACGTACTCA.

### Evaluation of G1/S transition

DNA replicating cells were evaluated with the Click-iT EdU assay kit (Thermo Fisher Scientific) as previously described.^37^ Briefly, cells were cultured in EdU containing medium for 1 h and 30 min and then stained according to manufacturer's instructions. Cells positive for EdU were counted and expressed as percentage of the total population.

## Figures and Tables

**Figure 1:**
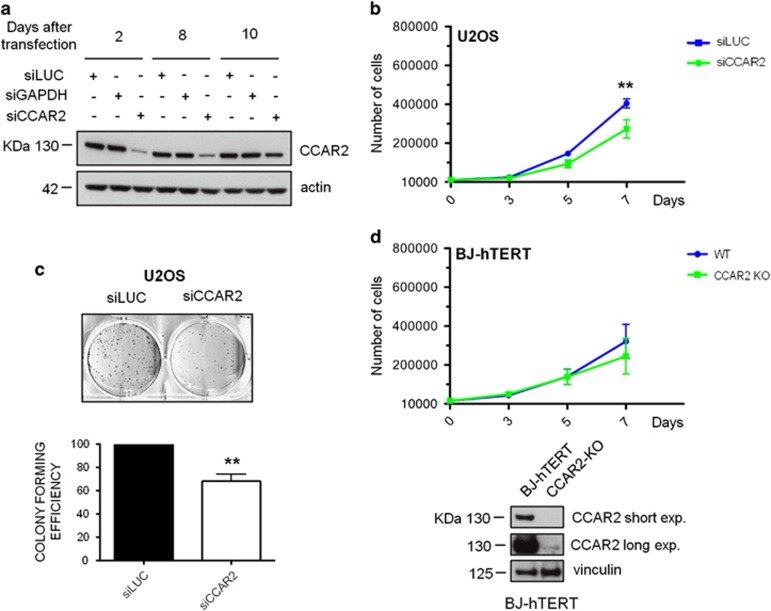
CCAR2 depletion strongly inhibits U2OS cell proliferation. (**a**) Western blot (WB) analysis demonstrating CCAR2 depletion for up to 10 days after siRNA transfection. (**b**) Cell proliferation rate in control and CCAR2 silenced U2OS cells. **P<0.01. (**c**) Colony forming assays in U2OS cells silenced for CCAR2 (top). Colonies were counted and expressed as a percentage of siLUC control. Results are mean +/− S.D. from three inedependent experiments. **P<0.01 (**d**) Cell proliferation rate (top) and WB analysis (bottom) of BJ-hTERT control cells and CCAR2-KO mass culture

**Figure 2:**
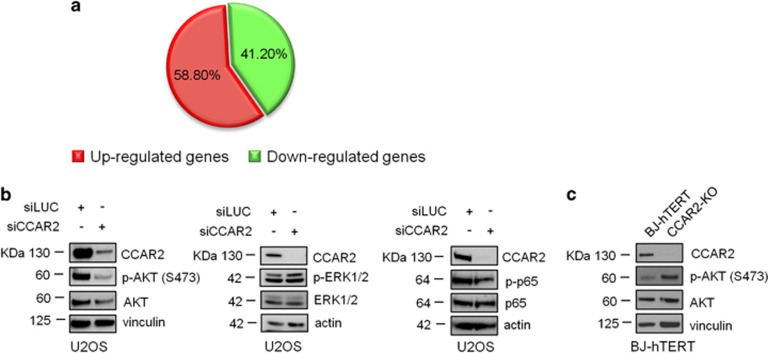
CCAR2 depletion reduces AKT phosphorylation. (**a**) Pie chart indicating the percentage of up- and downregulated genes identified by the gene expression analysis. (**b**) WB analysis of U2OS cells silenced for CCAR2 with the indicated antibodies. (**c**) WB analysis of control and CCAR2-KO mass culture BJ-hTERT cells with the indicated antibodies

**Figure 3:**
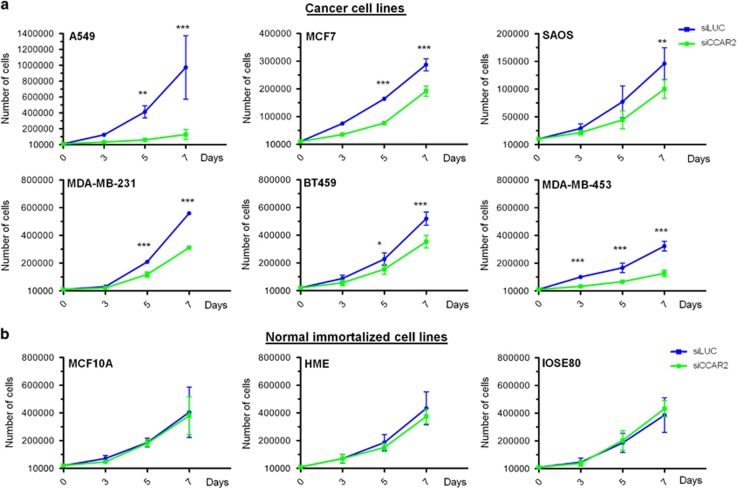
CCAR2 depletion decreases cancer cell proliferation but preserves the growth of normal cells. Proliferation rate analyses in the indicated cancer (**a**) and normal immortalized (**b**) cell lines silenced for CCAR2 and siLUC as negative control. *P<0.05, **P<0.01, ***P<0.001

**Figure 4:**
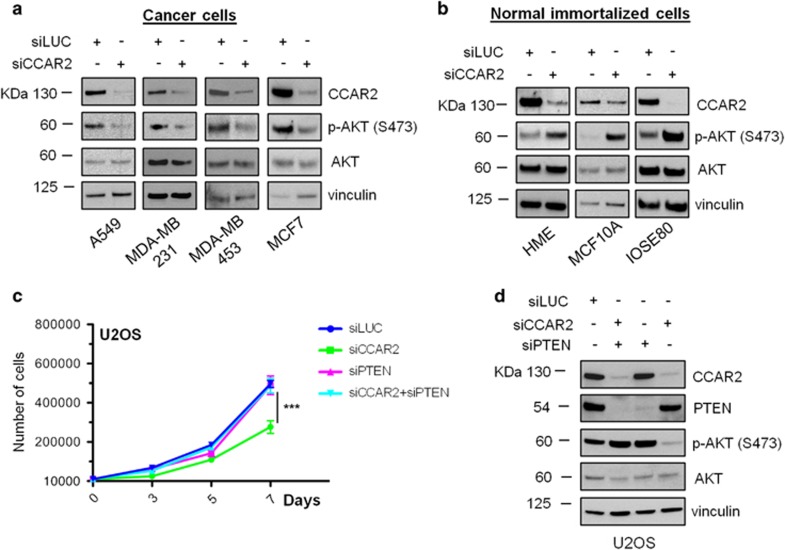
CCAR2 depletion reduces AKT activation in cancer cells, but increases phosphorylated AKT in normal cells. WB analyses of AKT phosphorylation in the indicated cancer (**a**) and normal immortalized (**b**) cell lines silenced for CCAR2. (**c**) Cell proliferation rate in U2OS cells silenced for CCAR2, PTEN or both CCAR2 and PTEN. ***P<0.001 (**d**) WB analysis with the indicated antibodies of U2OS cells transfected with siRNA against CCAR2, PTEN and both siCCAR2 and siPTEN

**Figure 5:**
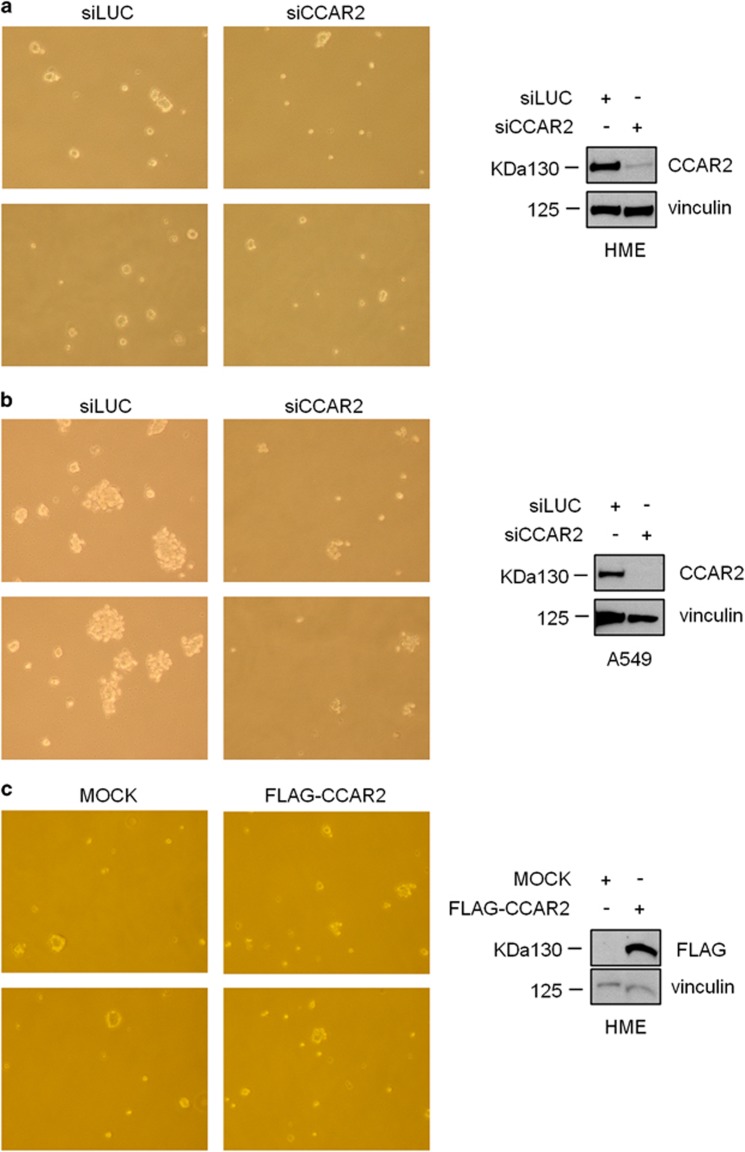
CCAR2 protein levels do not affect malignant transformation. Representative images of colonies formed in soft agar by HME (**a**) and A549 (**b**) cells silenced for CCAR2. (**c**) Representative images of HME colonies formed in soft agar by a clone stably expressing FLAG-CCAR2

**Figure 6:**
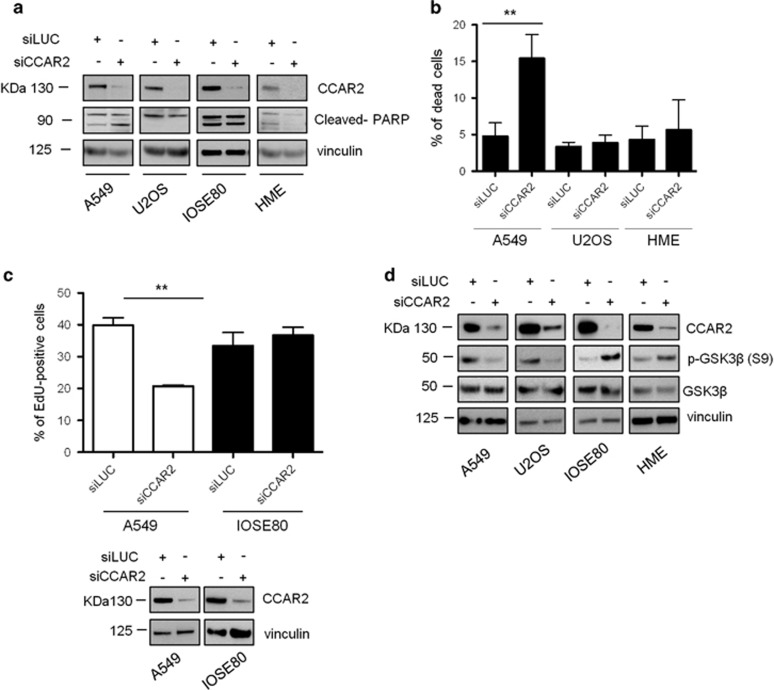
CCAR2 depletion prevents G1/S-phase transition in cancer cell lines. Normal and cancer cells silenced for CCAR2 were analyzed by western blot for the levels of cleaved PARP protein (**a**) and by trypan blue exclusion test for the percentage of dead cells (**b**). (**c**) A549 and IOSE80 cells transfected with siCCAR2 and siLUC were incubated in EdU containing medium for 1 h 30 min. EdU-positive cells were stained, enumerated and data reported in the chart (top). **P<0.01 WB analysis of A459 and IOSE80 cells transfected with siCCAR2 and siLUC, with the indicated antibodies (bottom). (**d**) WB analysis of cancer (U2OS and A549) and normal immortalized cells (HME and IOSE80) silenced for CCAR2 with the indicated antibodies

**Figure 7:**
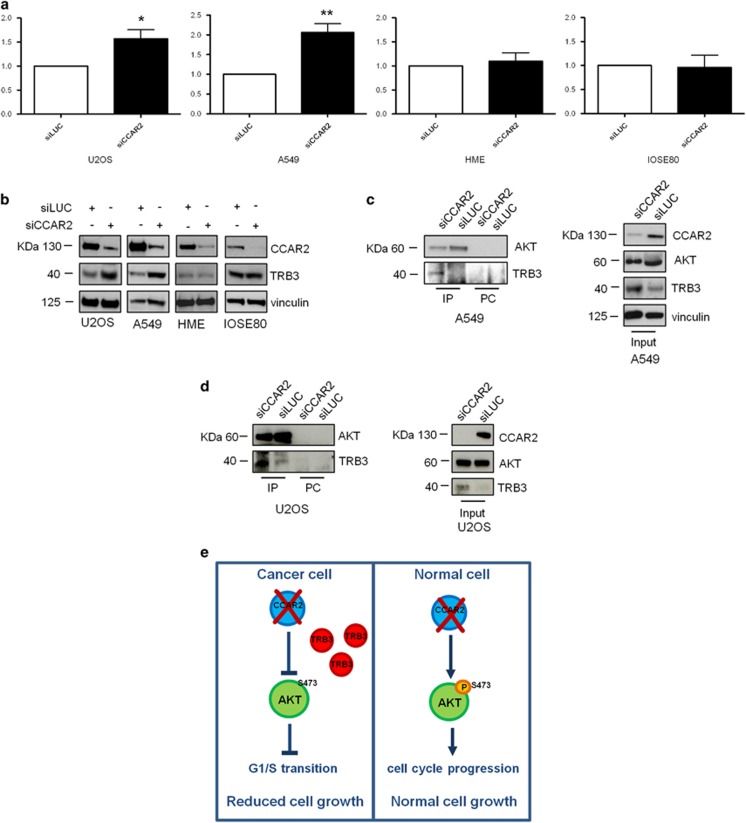
CCAR2 depletion induces the expression of *TRB3* in cancer cell lines. (**a**) Expression of *TRB3* was analyzed by RT-qPCR in cancer (U2OS and A549) and normal cells (HME and IOSE80) transfected with siCCAR2 and siLUC. *P<0.05, **P<0.01. (**b**) WB analyses of cancer and normal immortalized cells transfected with siCCAR2 and siLUC with the indicated antibodies. AKT immunoprecipitates from A549 (**c**) and U2OS (**d**) cells silenced for CCAR2 and LUC were analyzed by WB with the indicated antibodies. PC= negative control. (**e**) Graphical representation of our working model

## Abbreviations

CCAR2: cell cycle and apoptosis regulator 2
DBC1: deleted in breast cancer 1
ERK: extracellular signal-regulated kinase-1
GSK3*β*: glycogen synthase kinase 3 beta
EdU: 5-ethynyl-2′-deoxyuridine

# Supplementary material for: A novel crosstalk between CCAR2 and AKT pathway in the regulation of cancer cell proliferation
**Source:** Cell Death Dis. 2016 Nov 3;7(11):e2453–. doi: 10.1038/cddis.2016.359
**Supplement:** Supplementary Figures and Tables

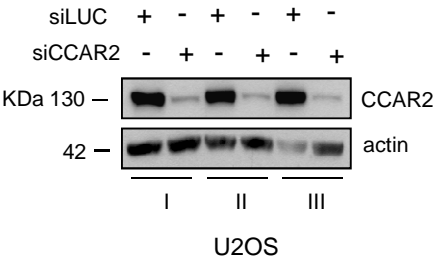

S2

A

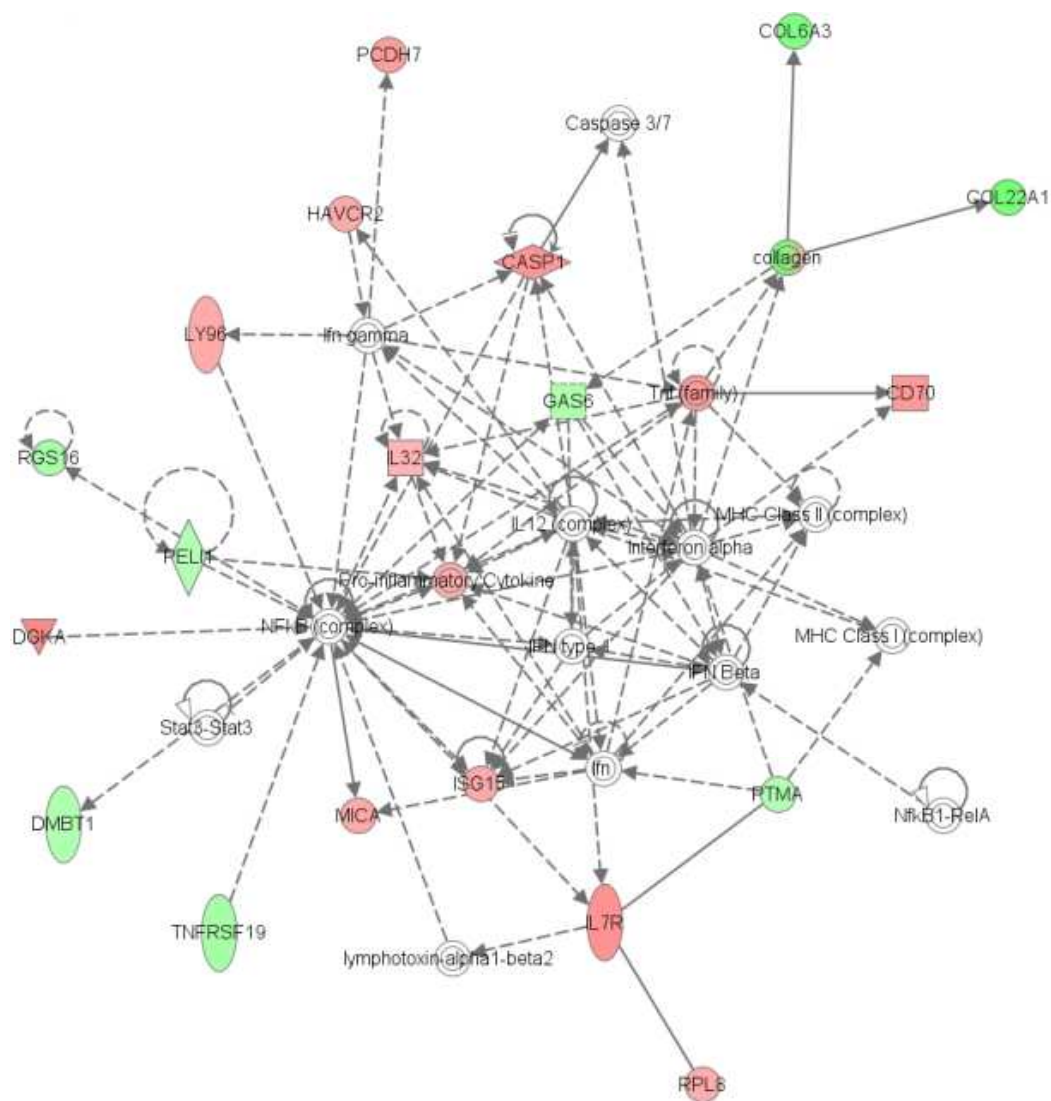

N1 (NFkB)

B

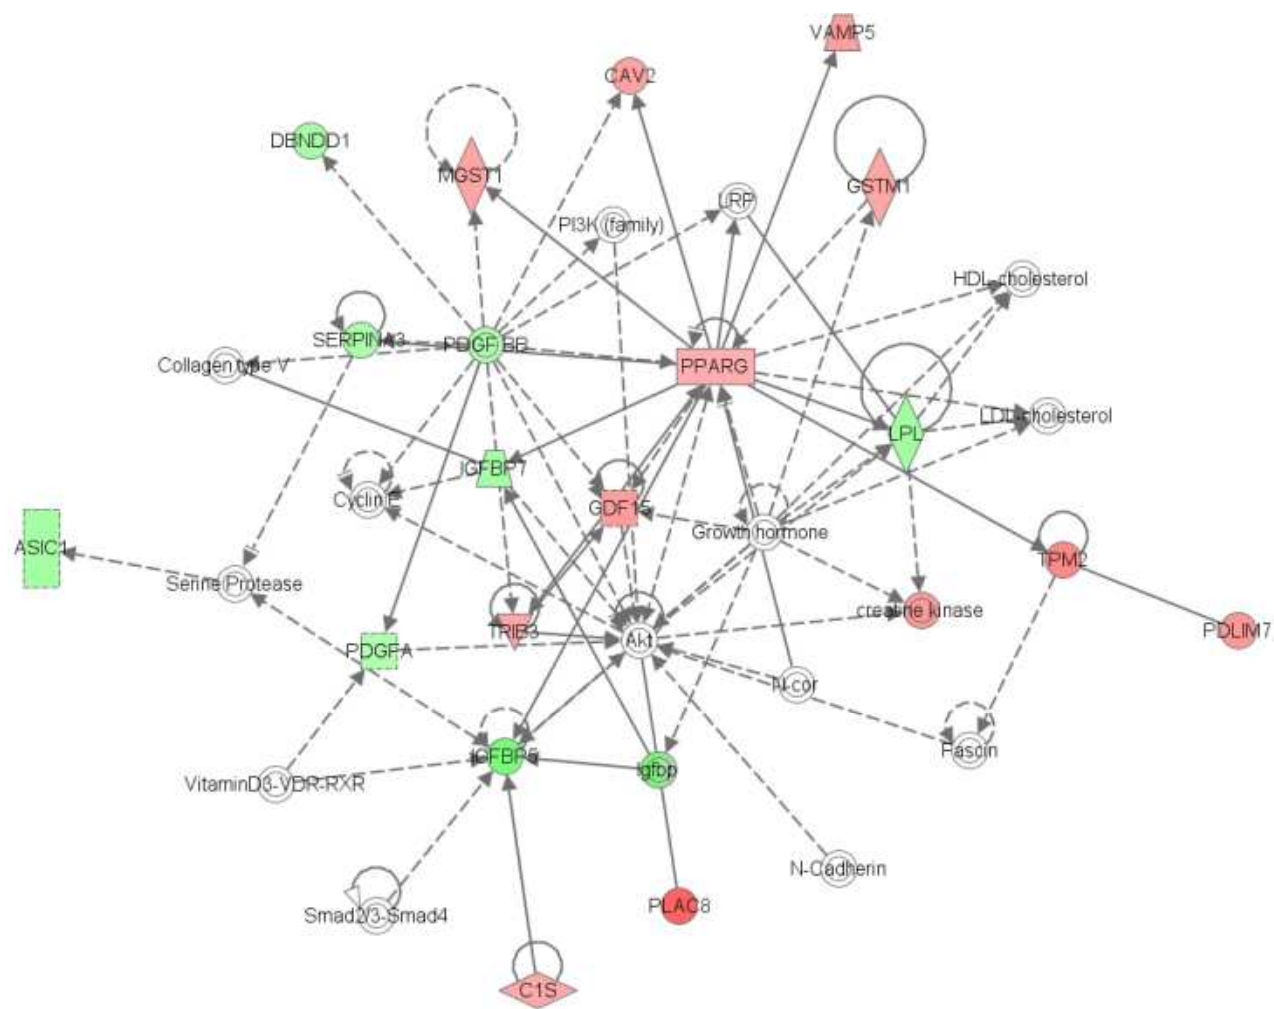

N2 (Akt)

C

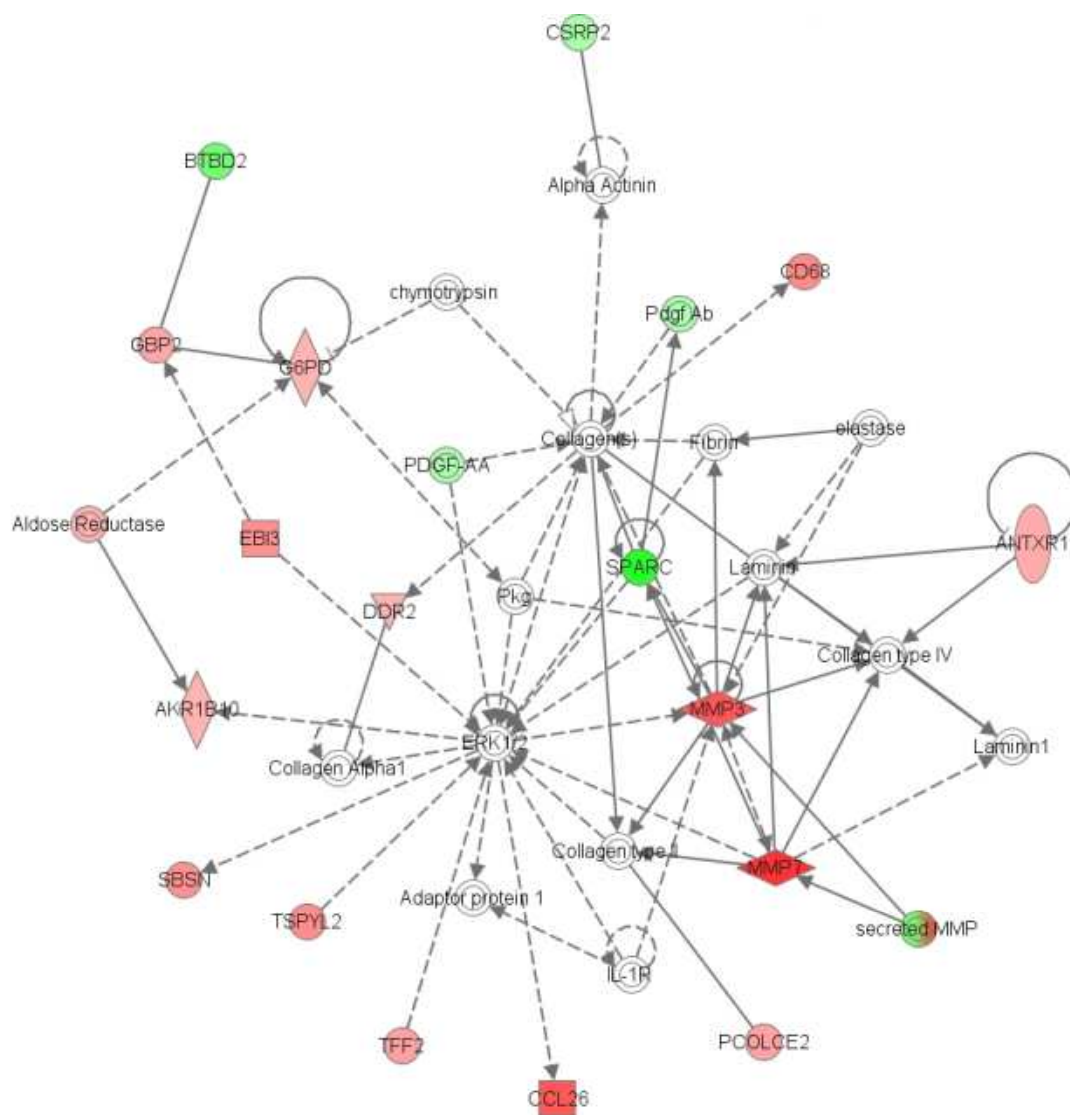

N3 (ERK1/2)

D

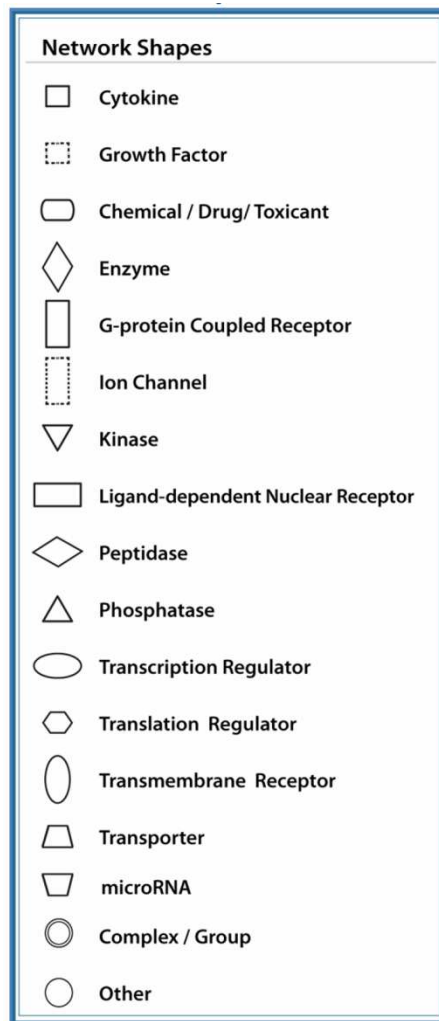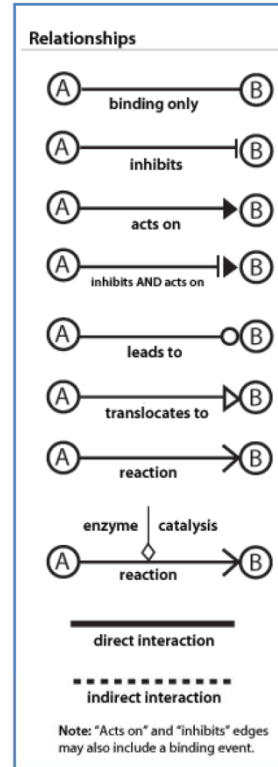

S3

A

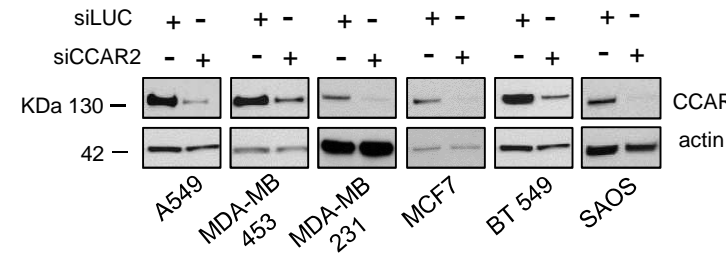

B

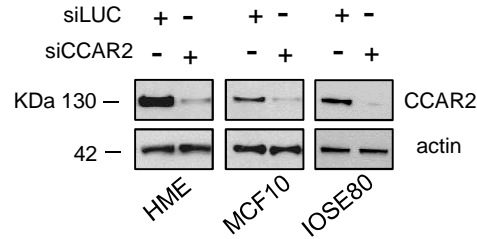

C

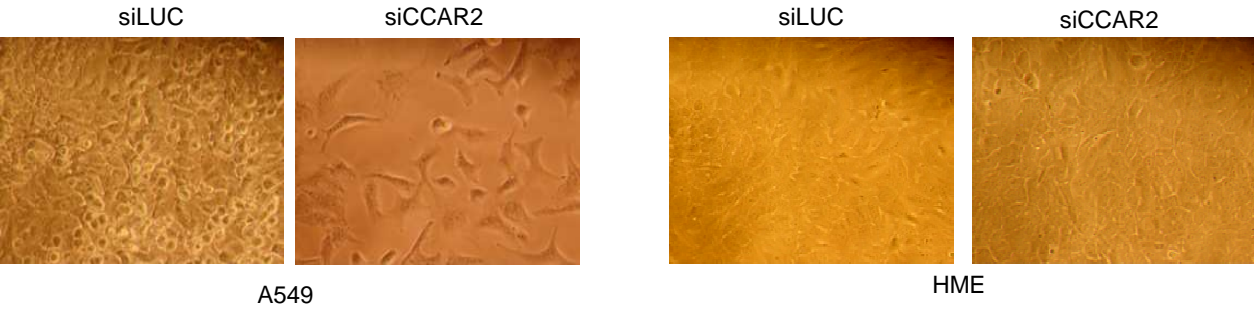

S4

A

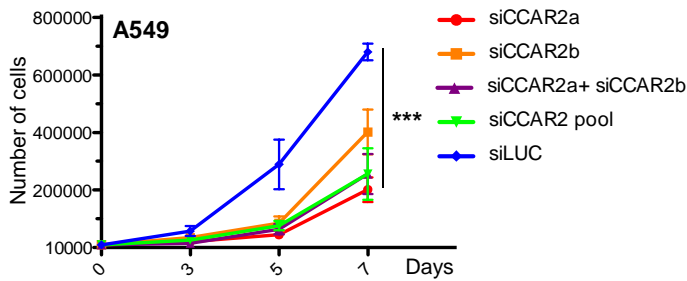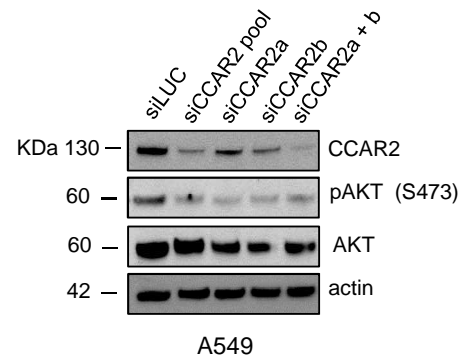

B

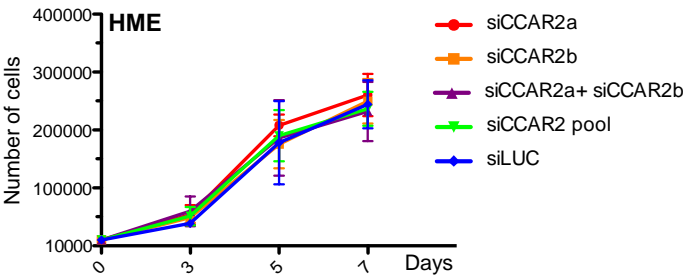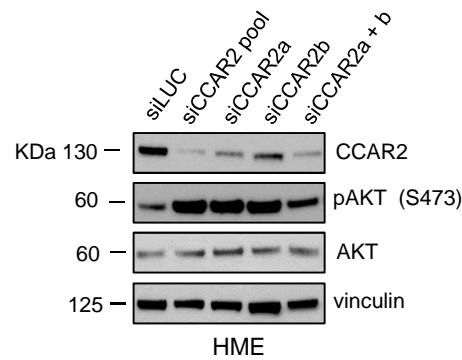

S5

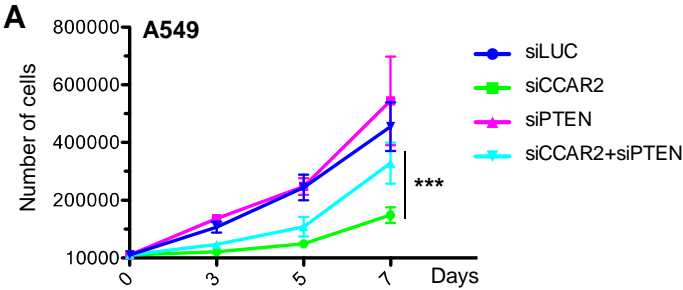

B

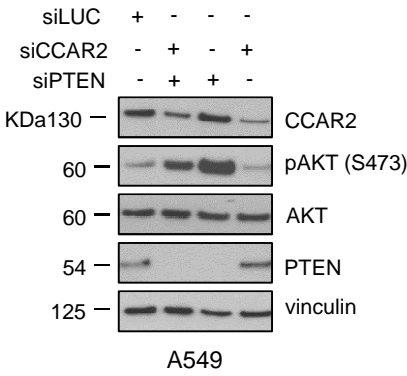

S6

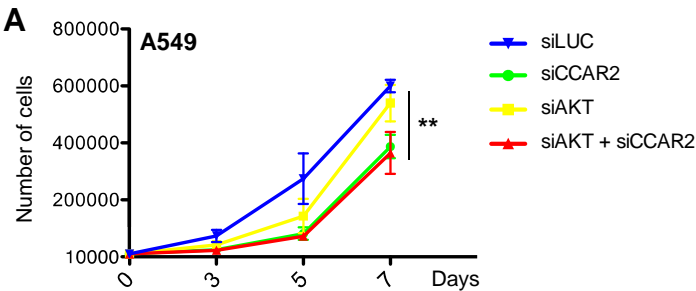

B

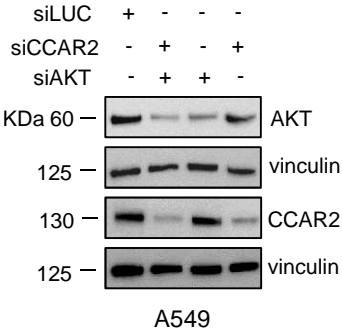

C

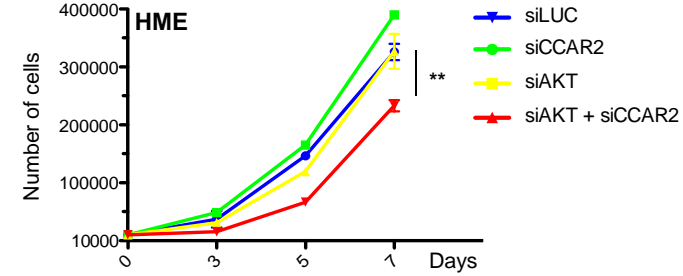

D

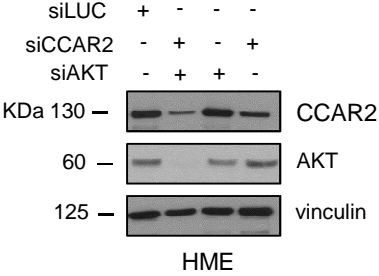

S7

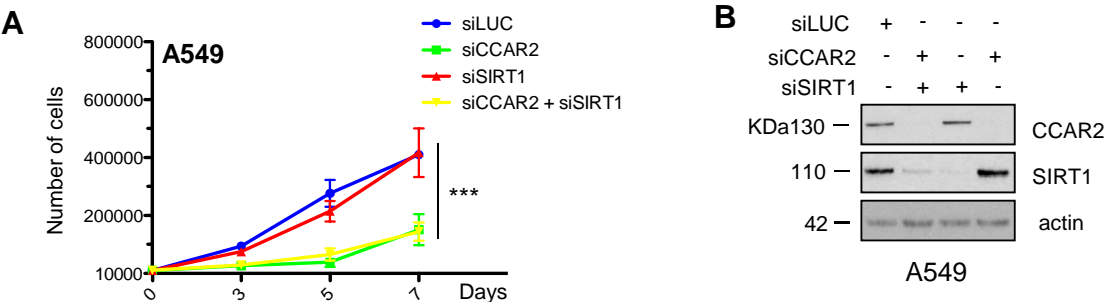

S8

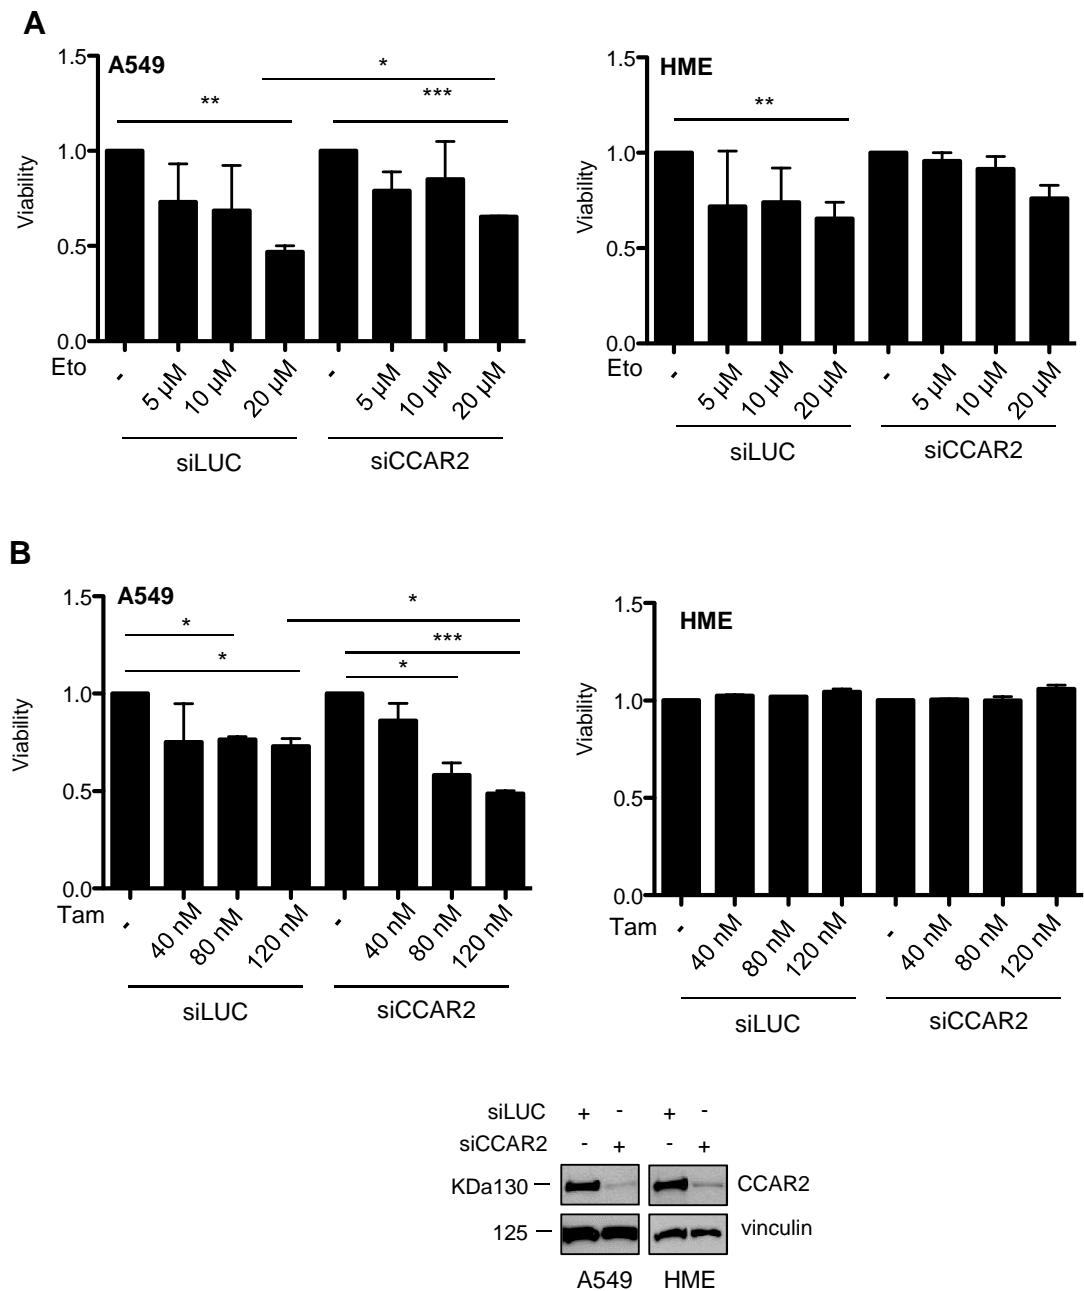

S9

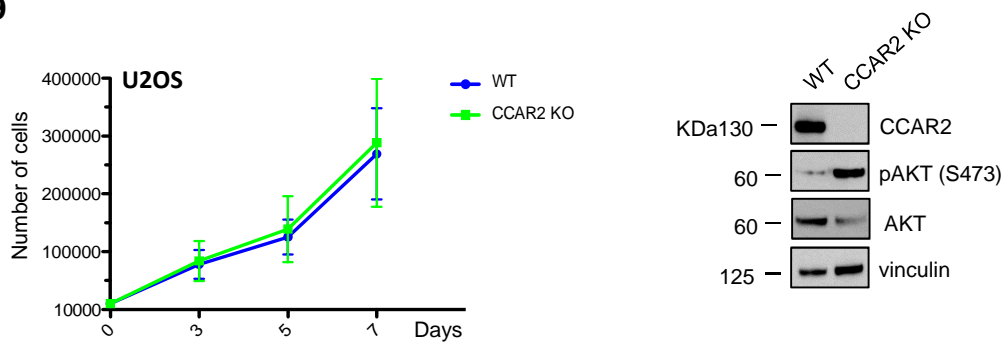

S10

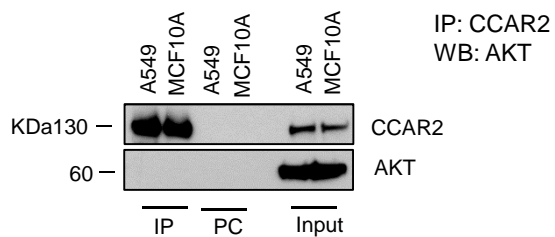

S11

A

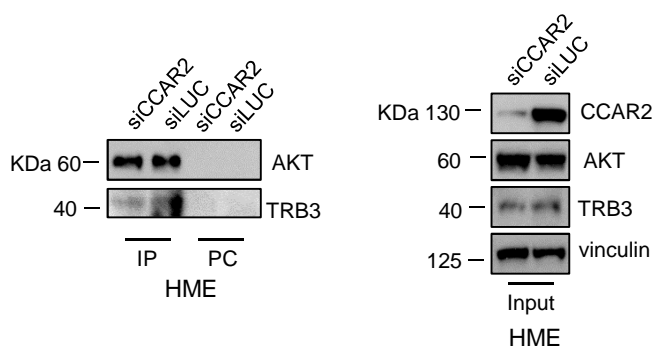

B

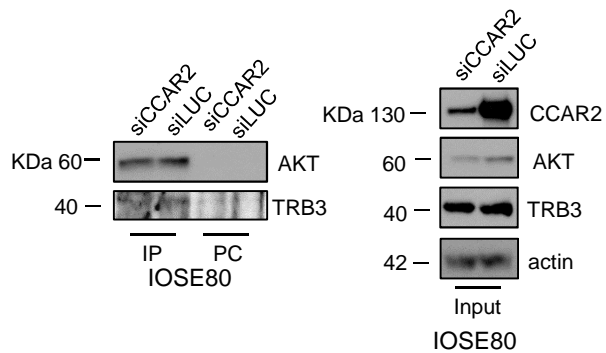

Supplementary Table 2

Name	p-Value	Molecules
Cellular Growth and Proliferation	3.21E-10 - 2.10E-03	72
Cellular Development	6.07E-08 - 2.26E-03	69
Cell Death and Survival	4.41E-07 - 2.26E-03	63
Cellular Movement	1.04E-06 - 1.73E-03	45
Lipid Metabolism	3.89E-06 - 1.80E-03	33

Supplementary Table 4

A

	p53
**U2OS**	WT
**SAOS2**	null
**A549**	WT
**MDA-MB-453**	mut
**MDA-MB-231**	mut
**MCF-7**	WT
**BT-549**	mut

B

	ER status
**MDA-MB-453**	neg
**MDA-MB-231**	neg
**MCF-7**	pos
**BT-549**	neg

# Supplementary material for: A novel crosstalk between CCAR2 and AKT pathway in the regulation of cancer cell proliferation
**Source:** Cell Death Dis. 2016 Nov 3;7(11):e2453–. doi: 10.1038/cddis.2016.359
**Supplement:** Supplementary Information

SUPPLEMENTARY FIGURE and TABLE LEGENDS

Figure S1

WB analysis of U2OS cells transfected with siCCAR2 and siLUC and harvested 6 days after transfection for gene expression analysis. The experiment was repeated in triplicate.

Figure S2

Graphical representation of the N1, N2 and N3 (**A**, **B** and **C** respectively) networks identified by IPA. The network is displayed graphically as nodes (genes) and arrows (the biological relationships between nodes). The node color intensity is related to changes in gene expression levels (red, up-regulated; green, down-regulated genes). The figure legend (**D**) describes the meaning of network shapes and their relationships.

Figure S3

A) WB analysis of CCAR2 protein levels in the indicated cancer cell lines transfected with siCCAR2 and siLUC and used for cellular proliferation assays. **B)** WB analysis of the indicated normal cell lines transfected with siCCAR2 and siLUC and analyzed as above. **C)** Representative images of A549 and HME cells transfected with siCCAR2 and siLUC, seeded at 10000 cells/well and cultured for 7 days.

Figure S4

A) Cell proliferation rate (left) and WB analysis (right) of A549 cells silenced with 2 different

siCCAR2 sequences (siCCAR2a and siCCAR2b), their combination (siCCAR2a+siCCAR2b) and the iBONi siRNA pool of four sequences (siCCAR2 pool). All the sequences used caused a strong reduction of cell proliferation and levels of phosphorylated AKT. **B)** Cell proliferation rate (left) and WB analysis (right) of HME cells silenced with 2 different siCCAR2 sequences (siCCAR2a and siCCAR2b), their combination (siCCAR2a+siCCAR2b) and the iBONi siRNA pool of four sequences (siCCAR2 pool). All the sequences used do not impact on cell proliferation and all induce AKT activation.

Figure S5

A) Cell proliferation rate in A549 cells silenced for CCAR2, PTEN or both CCAR2 and PTEN (siLUC was used as negative control). CCAR2 silencing caused a reduction in cancer cell proliferation, PTEN silencing did not affect cancer cell proliferation, while double silencing of CCAR2 and PTEN partially rescued the proliferation defects caused by CCAR2 depletion. **B)** WB analysis with the indicated antibodies of A549 cells transfected with siRNA against CCAR2, PTEN and both siCCAR2 and siPTEN, siLUC was used as negative control.

Figure S6

A) Cell proliferation rate in A549 cells silenced for CCAR2, AKT or both CCAR2 and AKT (siLUC was used as negative control). CCAR2 silencing caused a reduction in cancer cell proliferation, AKT silencing modestly decreased cell proliferation, while cells double silenced for AKT and CCAR2 behaved like cells silenced for CCAR2. **B)** Western blot analysis with the indicated antibodies of A549 cells transfected with siRNA against CCAR2, AKT and both siCCAR2 and

siAKT, siLUC was used as negative control. **C)** Cell proliferation rate in HME cells silenced for CCAR2, AKT or both CCAR2 and AKT (siLUC was used as negative control). **D)** WB analysis with the indicated antibodies of HME cells transfected with siRNA against CCAR2, AKT and both siCCAR2 and siAKT, siLUC was used as negative control.

Figure S7

A) Cell proliferation rate in A549 cells silenced for CCAR2, SIRT1 or both CCAR2 and SIRT1 (siLUC was used as negative control). CCAR2 silencing caused a reduction in cancer cell proliferation, SIRT1 silencing did not significantly alter cell proliferation and cells double silenced for SIRT1 and CCAR2 behaved like the cells silenced for CCAR2, indicating that SIRT1 and CCAR2 does not act together in the regulation of cell proliferation. **B)** WB analysis with the indicated antibodies of A549 cells transfected with siRNA against CCAR2, SIRT1 and both siCCAR2 and siSIRT1, siLUC was used as negative control.

Figure S8

A) A549 (left) and HME (right) cell lines silenced for CCAR2 were treated with increasing amounts of Etoposide drug. Cell viability was measured using CellTiter-Glo® Luminescent assay. **B)** A549 (left) and HME (right) cell lines silenced for CCAR2 were treated with increasing amounts of Tamoxifen drug. Cell viability was measured using CellTiter-Glo® Luminescent assay.

Figure S9

Cell proliferation rate (left) and WB analysis (right) of U2OS WT and U2OS CCAR2-KO cells. The

U2OS CCAR2-KO cell line does not display any statistically significant proliferation defect whereas CCAR2 absence caused a strong increase of pAKT.

Figure S10

Total protein extracts from A549 and MCF10A cells were immunoprecipitated with an anti CCAR2 antibody and then analysed by WB with the indicated antibody. Pre-clearing was used as a negative control for the IP, Input is shown on the right.

Figure S11

AKT immunoprecipitates from HME **(A)** and IOSE80 **(B)** cells silenced for CCAR2 and LUC were analysed by WB with the indicated antibodies. Pre-clearing was used as a negative control for the IP, Input is shown on the right.

Table 1

List of genes whose expression is significantly altered in U2OS cells silenced for CCAR2.

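The paper's sheet of genes at a fold change of at least 1.5 and an adjusted p of at most 0.05 holds 165 genes, of which 152 were tested here. All 152 had the direction that the sheet gives, and the median absolute difference between the paper's log2 fold change and the one computed here was 0.014. Without the replicate block 3 of the 152 passed both thresholds, SPARC, SP140 and CCAR2, which the paper's table places on chromosome 8. With the block 148 passed, 4 did not, and 52 genes outside the sheet also passed. The paper's stricter sheet (fold change of at least 2 and adjusted p of at most 0.01) holds 25 genes, of which 24 were tested. All 24 had its direction, and 0 passed in limma without the block, where 0 of all genes tested did. With the block all 24 passed, as did 5 genes outside that sheet, among 29. The pairing of the block was picked by closeness to this table, and the study chose both sheets on these samples, so neither overlap is independent evidence. The sheet that ranks all genes was at hand only in part, with 1998 genes, and its adjusted p imply 13081.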

Table 2

Table reporting the networks identified by IPA software.

Table 3

List of genes whose expression is significantly altered in BJ-hTERT cells silenced for CCAR2.

Table 4

Tables indicating the p53 status **(A)** in all the cell lines tested and ER status **(B)** in all the breast cancer cell lines used.

How the deposited data were processed for this re-analysis (not part of the article)

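Gene expression was measured in U2OS osteosarcoma cells 6 days after transfection with siLUC (3 arrays, A to C) or with a pool of 4 siRNAs against CCAR2 (3 arrays, D to F) on Human HT12_v4 bead arrays. The authors deposited the non-normalized mean bead signal of each probe, an intensity on a linear scale with no value at or below 0, and beside it a detection p-value, which compares the probe with negative control beads. The labels name BeadStudio 3.8 and the methods name GenomeStudio for this step. The authors also deposited a table of normalized values. It is on a linear intensity scale and quantile normalized: its columns have medians of 112.839 to 112.919, its sorted values differ from the mean of the sorted signals by at most 0.00527 (relative), and each column keeps the ranks of its own array (rank correlation of 1, against at most 0.966 with another array). The methods name log2 transformation and robust spline normalization, which that table does not hold and which was not run here.

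The analysis started from the non-normalized signals. Of 47321 probes, 30112 carry 1 gene symbol, 8 carry several and 17201 carry none; only the first kind was used. Symbols were updated through their gene identifiers, where 39 were not found and 0 differed. Signals were log2 transformed and quantile normalized between arrays without background correction. Probes with a detection p-value under 0.01 in at least 1 array were kept (20857, of which 16021 with 1 symbol), and for each symbol the probe detected in most arrays was used, then that with the highest interquartile range, as in the paper's methods. This left 12013 genes. Between 37.2% and 41.0% of probes were detected per array, and the summed signal per array was between 3.43e+07 and 4.50e+07. With 3 arrays per condition, the number of arrays limits the precision.

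The comparison of siCCAR2 with siLUC used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at a fold change of at least 1.5 and an adjusted p of at most 0.05, and in the stricter form at 2 and 0.01, both from the paper's methods. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. For single genes the exact permutation test over 20 regroupings was two-sided. The 29 gene lists (880 members) were tested with camera of limma at a preset correlation of 0.01, each with at least 5 tested members, and members are also counted at an adjusted p of at most 0.05 with no fold threshold. They were written after the paper's Supplementary Table 1 had been read, so genes in that table were known. Genes named in the text are those the paper names and the nodes of networks N1 to N3. Up to 12 with the largest rise and 12 with the largest fall among called genes whose groups do not overlap are named too. For each list, so are the 4 members with the smallest p and every called member. Largest changes and list members were taken in the fit without the block and in that with it. CDH1, KRT19, DSP, MUC1, SFN, KRT14 and ELF3, named beside the matrix genes, fall outside these choices. Some of the genes that these choices cover are not reported here. Lists, thresholds, the alternatives listed next and the rule for named genes in the fit without the block were fixed before the data were examined. Naming by the fit with the block was not part of that rule. Some genes that restrain AKT were added to it after the values were seen.

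Supplementary Table 1 is named as a paired comparison and Supplementary Figure 1 shows experiments in triplicate, but no label pairs the arrays. The fit without pairs is the main one. A replicate block was run under all 6 possible pairings, and the pairing A and D, B and E, C and F is shown because its statistics came closest to those of Supplementary Table 1. The correlation between the deviations of paired arrays from their group means was 0.615 for A and D, 0.665 for B and E and 0.440 for C and F, and of the other couples of siLUC and siCCAR2 arrays only C and D had a positive one (0.143). The other alternatives were neqc with an offset of 16, the deposited table, cyclic loess, median scaling alone, no detection filter, detection in at least 3 arrays, the probe of highest mean signal, every detected probe on its own, eBayes with a trend and robust estimation, array quality weights, no fold threshold, leaving out each array, and for lists an estimated correlation and fry. The same choices combined with the block were added after the data had been seen. Comparisons with random lists drew 10000 lists from 20 bins of mean signal with seed 1.

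The fits were tested on simulated data in 5 runs, each with 200 of 12013 genes changed. Recovered genes and false calls were counted at an adjusted p of at most 0.05 with no fold threshold. These rates therefore do not describe calls that also need a fold change of at least 1.5. With each gene's own variance, run first, the fit with the block recovered 10.6% of genes changed 1.5-fold, 59.3% of those changed 2-fold and 84.1% of those changed 3-fold, with 2.2 false calls per run, and the fit without it 11.2%, 59.3% and 85.0%, with 1 false call. With moderated variance, added after the first had been seen, the fit with the block recovered 85.0%, 100% and 100%, with 12.8 false calls per run, and the fit without it 7.62%, 70.1% and 95.7%, with 0 false calls. BJ-hTERT arrays, blots, RT-qPCR and the other cell lines were not analysed here. No outlier test was made, since groups of 3 arrays are too small.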

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

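The tests of gene families, of random lists with matched signal, of the pairs of arrays without C and F and of epithelial markers were chosen after the result was seen. Each result here is a list of genes that the paper does not discuss and that passed camera without the block; none of them passed with an estimated correlation, where the lowest adjusted p was 0.293 (p53 targets).

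Small non-coding RNAs lay above 0 in siCCAR2 cells for 116 of 151 genes (median log2 fold change of 0.15, adjusted p = 3.01e-05 from camera, adjusted p = 0.689 with an estimated correlation), among them SNORD3A, SNORD3C and SNORD3D (1.07, 1.17 and 1.09, each with an adjusted p of 0.767, and 0.000287 with the block); with the block 10 were higher (20 higher and 2 lower when adjusted over the list alone), and without it 0 passed limma (11 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). Near-identical copies as the whole source are argued against by a median of 0.14 with 1 averaged value for each of 127 families (camera p of 7.03e-06 at the preset correlation). Of random lists of like signal, a share of 0.0001, the smallest that 10000 lists can give, had a median as high, where weak signals alone would give a larger share. Both tests take the RNAs as independent or nearly so, whereas the estimated correlation among them was 0.45. This p and this share are therefore too small. More RNA without a poly(A) tail in the labelled siCCAR2 samples cannot be told apart from a rise in the cells: the medians were 0.11 for C/D box, 0.16 for H/ACA box, 0.19 for Cajal body and 0.14 for spliceosomal RNAs, and the lowest, 0.054 for 9 other RNAs, has a standard error of 0.18. The labels name a labelling guide for microRNA and the methods a kit that amplifies total RNA into cRNA, so how such RNAs entered the labelled samples is not settled either. The list's median was 0.064 without siLUC array C (adjusted p = 0.117), 0.028 without siCCAR2 array E (0.838), 0.096 without A, 0.28 without B and 0.049 with no detection filter (0.0665). A higher level of these RNAs after loss of CCAR2 may account for the pattern as well and was not tested apart from position on the chip, which coincides with silencing.

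Targets of ATF4 lay above 0 for 28 of 28 genes (median 0.29, adjusted p = 5.53e-06 from camera, adjusted p = 0.457 with an estimated correlation). A rise in arrays C and F alone is argued against by the other pairs, where the median was 0.12 and a share of 0.0019 of random lists of like signal had a median as high, though B and E alone gave -0.01 (share 0.654) and C and F gave 0.61. Weak signals are argued against by a share of 0.0001, the smallest possible, over all pairs; random lists take genes as independent, which coordinated targets are not. The list's median was 0.15 without array A (adjusted p = 0.00106), 0.12 without F (0.0176), 0.14 with median scaling alone and 0.48 with array quality weights, and it passed under each of these. An integrated stress response after loss of CCAR2 could account for the pattern, as could a difference with position on the chip, and both stay open.

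Genes of the extracellular matrix lay below 0 for 22 of 24 (median -0.16, mean -0.34, adjusted p = 3.01e-05 from camera, adjusted p = 0.457 with an estimated correlation). SPARC fell without the block (4 lower when adjusted over the list alone), and with it 6 were lower and LUM was higher (8 lower and 2 higher when adjusted over the list alone), among them COL8A1 (-0.77, adjusted p = 0.00638 with the block) and LAMA4 (-0.92, adjusted p = 0.0244 with the block). The list's median was -0.34 without array B, -0.31 without D, -0.10 without E (adjusted p = 0.00384) and -0.32 with array quality weights, and it passed under each. COL17A1, an epithelial marker of the list that the paper's table of changed genes holds, had no probe under its symbol here and could not be counted. Of 23 epithelial markers with a probe, 13 were detected in no siLUC array, among them CDH1, KRT19 and DSP, and 0 of these 13 were detected in the siCCAR2 arrays, which argues against epithelial cells that express them. Cells with only the other markers stay open, since those markers were detected in siLUC as well and leaned upward. CLDN1 rose with the block (1.17), and KRT8, JUP and KRT18 had log2 fold changes of 0.52, 0.43 and 0.32. MUC1 and SFN had 0.07 and -0.05 and KRT14 and ELF3 -0.24 and -0.20. When adjusted over the list alone, 3 were higher and 0 lower with the block and 1 was higher without it. The unadjusted p from camera for 10 markers was 0.0533 without the block and 0.018 with it (adjusted p = 0.0534 with the block). Against the brightness of the matrix genes, a share of 0.0001 of random lists of like signal, the smallest that 10000 lists can give, had a median as low. Random lists take genes as independent, whereas the estimated correlation among the matrix genes was 0.33, so this share is too small. Lower matrix expression after loss of CCAR2 is a hypothesis, and a change with position on the chip cannot be told apart from it.

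Targets of p53 had a median log2 fold change of 0.28, with 0.17, 0.23 and 0.31 in the pairs A and D, B and E, and C and F (adjusted p = 0.000174 from camera, adjusted p = 0.293 with an estimated correlation). The G2/M genes had a median of -0.20, with -0.28, -0.12 and -0.12 in these pairs (adjusted p = 5.2e-06, adjusted p = 0.457 with an estimated correlation). Cytosolic ribosomal protein genes had a median of 0.091, or -0.010 with median scaling alone, where the median of all genes was -0.11, with 57 of 71 above 0 (adjusted p = 0.000879, adjusted p = 0.457 with an estimated correlation), and 6 rose with the block, among them RPL8, RPS29 and RPL17 (7 higher when adjusted over the list alone; list median 0.16 without array B), while 0 passed limma without it (5 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). NRF2 targets had a median of 0.30, with 14 of 16 above 0 (adjusted p = 0.00565, adjusted p = 0.561 with an estimated correlation), AKR1B10 rose with the block (7 higher when adjusted over the list alone), 0 passed limma without it (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and the list's median was 0.11 without array A (adjusted p = 0.276), 0.16 without E (0.158) and F (0.0749), 0.47 without D and 0.21 with 2 members not detected in siLUC set to the detection limit.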

How the results depend on the processing

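The combinations of the replicate block with another choice, apart from the deposited table and the 6 pairings, were chosen after the result was seen. Without the block, 3 genes changed (1 higher, 2 lower), 0 at the stricter thresholds, and 8 lists passed; the gene counts were equal with the deposited table, cyclic loess, no detection filter, detection in at least 3 arrays, every detected probe and the variance trend. They were 0 changed, 0 higher and 0 lower after neqc, with median scaling alone and with the probe of highest mean signal, where the log2 fold change of CCAR2 was -1.41, -1.48 and -1.34 and no longer passed. Array quality weights gave 18 genes (12 higher, 6 lower), 3 at the stricter thresholds. Leaving out single arrays gave 0 to 8 genes (0 to 2 higher, 0 to 6 lower; 8 without siLUC array B, 0 without each of the other arrays), 7 to 11 lists, and log2 fold changes from -1.47 to -1.25 for CCAR2 and from 0.50 (without F) to 1.02 (without E) for TRIB3. The replicate block gave 200 genes (120 higher, 80 lower), 29 at the stricter thresholds, and 197 (120 higher, 77 lower) and 29 on the deposited table, with 0.82 for TRIB3, past the threshold, in both. Over the 6 pairings the count ran from 0 (0 higher, 0 lower, with CCAR2 at -1.34 and an adjusted p of 1.00) to 200 (120 higher, 80 lower; 29 at the stricter thresholds, TRIB3 at 0.82). With the block and without pair A and D it was 142 (76 higher, 66 lower), without B and E 505 (249 higher, 256 lower) and without C and F 170 (116 higher, 54 lower), with 41, 77 and 28 at the stricter thresholds; CCAR2 was at -1.24 without A and D, and TRIB3 was at 0.96, 0.95 and 0.54 and ceased to pass without C and F. With the block, neqc gave 68 genes (45 higher, 23 lower) and 17 at the stricter thresholds, cyclic loess 204 (121, 83) and 29, median scaling alone 63 (22, 41) and 23, no detection filter 202 (123, 79) and 29, detection in at least 3 arrays 186 (111, 75) and 28, the probe of highest mean signal 180 (104, 76) and 27, and the variance trend 172 (107, 65) and 23. TRIB3 passed with the block under cyclic loess (0.81), no filter, detection in 3 arrays, the probe of highest mean signal and the variance trend (0.82 each), not under neqc or median scaling alone. With the block, 7 to 14 lists passed without a pair (14 without C and F) and 13 with no detection filter. With an estimated correlation in camera 0 lists passed without and with the block (1 and 1 at an unadjusted p under 0.05), as with fry (4 and 8), whose test for changes in either direction passed 6 and 15. The other settings gave 8 to 12 lists. Of the other comparisons, 673 of list values stayed on their side of the threshold, 49 came to pass and 8 ceased to pass. A further 51 took the opposite direction and passed neither in the main setting nor in the other one. For named genes these were 4426, 893, 16 and 55. No named gene that was called in the main setting or in the alternative compared turned its direction there. A named gene called only with the block that turned in another setting would count among the 55. Called genes that are not named were not checked. With median scaling alone, which moved the median of all genes to -0.11, the median of the ribosomal protein list turned from 0.091 to -0.010 and that of the protease list from 0.07 to -0.025, though both stayed above all genes in camera, and the block's calls turned from more higher to more lower. The cause of these changes was not tested. Signal over background limits genes such as AKT2, CASP1 and IL6, which were detected in few arrays or in none of a condition.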

Differences from the paper's values

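The results with the replicate block combined with another normalization, filter or probe choice were chosen after the result was seen. At the paper's thresholds (fold change of at least 1.5 and adjusted p of at most 0.05), 3 genes changed here, while the paper's count is 165. Of the alternatives set before the data were examined, the replicate block with the pairing closest to the paper's table gave 200, the same block on the deposited table 197 and the highest of the 6 pairings 200, which are within 1.5 times the paper's value; the paper's table names a paired comparison. Neqc, median scaling alone and the probe of highest mean signal gave 0, the deposited table without a block, cyclic loess, no detection filter, detection in at least 3 arrays, every detected probe, the variance trend and no fold threshold gave 3, array quality weights gave 18, leaving out single arrays gave 0 to 8 and the lowest of the 6 pairings gave 0, which are not. Of the paper's genes, 152 were tested, and the block called 148 and dropped 4. The low count here thus went with leaving out the pairs. The pairing was picked by the paper's table. Deviations of paired arrays from their group means correlated at 0.615, 0.665 and 0.440. Other couples of siLUC and siCCAR2 arrays gave at most 0.143. Deviations cancel within each group, so high values for some couples push the others down. These correlations come from the arrays behind the paper's table and are not independent evidence for the pairing. Among the alternatives chosen after seeing the values, the block with cyclic loess (204, dropping 6 of the paper's tested genes), with no detection filter (202, dropping 6), with detection in at least 3 arrays (186, dropping 4), with the probe of highest mean signal (180, dropping 18), with the variance trend (172, dropping 18) and without arrays A and D (142, dropping 56) or C and F (170, dropping 45) also came within 1.5 times, and the block with neqc (68, dropping 100), with median scaling alone (63, dropping 98) and without arrays B and E (505, dropping 13) did not.

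Of genes that were higher there was 1 here, and the paper's count is 97; of genes that were lower there were 2, and the paper's count is 68. The replicate block with the closest pairing gave 120 and 80, on the deposited table 120 and 77, and the highest of the 6 pairings 120 and 80, all within 1.5 times. Array quality weights gave 12 and 6, leaving out single arrays 0 to 2 and 0 to 6, and the other alternatives set before the data were examined 0 to 1 and 0 to 2, none within it. The share of changed genes that were higher was 33.3% here and 58.8% in the paper, and the share that were lower 66.7% here and 41.2% in the paper. The replicate block gave 60% and 40%, on the deposited table 60.9% and 39.1%, and array quality weights 66.7% and 33.3%, within 1.5 times the paper's. The deposited table without a block, cyclic loess, no detection filter, detection in at least 3 arrays, every detected probe and the variance trend gave 33.3% and 66.7%, and leaving out siLUC array B 25% and 75%, which are not; the alternatives with 0 genes give no share.

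At the stricter thresholds (fold change of at least 2 and adjusted p of at most 0.01), 0 genes changed here in limma and the paper's count is 25. The replicate block with the closest pairing, the same block on the deposited table and the highest of the 6 pairings each gave 29, within 1.5 times. Array quality weights gave 3, and the other alternatives set before the data were examined gave 0, which are not. Of the block combinations chosen after seeing the values, cyclic loess and no detection filter gave 29, detection in at least 3 arrays 28, the probe of highest mean signal 27, median scaling alone and the variance trend 23, neqc 17 and leaving out arrays C and F 28, all within 1.5 times, while leaving out A and D gave 41 and leaving out B and E 77, which are not.

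The paper describes a change of the AKT pathway in U2OS cells. Its genes TRIB3, IGFBP5, PPARG and PDGFA had the paper's direction here and passed with the block, not without it.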

Other observations

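The test of FOXO targets was chosen after the result was seen. Matrix proteases moved in both directions in siCCAR2 cells. Besides MMP3, MMP7 and MMP9, the membrane protease gene MMP24 had a log2 fold change of 0.80 (adjusted p = 0.681) and rose with the block (adjusted p = 0.0144), as did PLAUR, the urokinase receptor gene (0.60, adjusted p = 0.767, and 0.0345 with the block). Of 16 proteases and inhibitors, 4 were higher and 1 was lower with the block (5 and 1 when adjusted over the list alone), 0 passed limma without it (5 higher and 1 lower at an unadjusted p under 0.05, 3 and 1 when adjusted over the list alone), and the list did not pass camera (median 0.07, adjusted p = 0.178) except with median scaling alone (adjusted p = 0.0176, up to 0.305 over the alternatives). Of 27 interferon-stimulated genes, ISG15 (0.62), GBP2 (0.61) and IFI44L (0.55) were higher with the block (4 when adjusted over the list alone). Without it 0 passed (2 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). The interferon list had a median of 0.02 (adjusted p = 0.337 from camera, and 0.0422 without array E to 0.94 without D). That median was 0 with 2 members not detected in siLUC set to the detection limit. Of 9 genes of the insulin-like growth factor system, IGFBP4 was higher (0.55) and IGFBP5 and IGFBP7 were lower with the block (2 and 2 when adjusted over the list alone), 0 passed without it (1 and 1 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and the median of 0.18, or 0.022 with 2 members not detected in siLUC set to the detection limit, and the mean of -0.03 differ in sign (adjusted p = 0.305).

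Among lists of metabolism, none passed camera: cholesterol and fatty acid synthesis had 18 of 22 genes above 0 (median 0.08, adjusted p = 0.305), glycolysis 11 of 21 (0.03, adjusted p = 0.419), oxidative phosphorylation 19 of 28 (0.11, adjusted p = 0.062) and hypoxia response genes 9 of 19 (-0.01, adjusted p = 0.66). The oxidative phosphorylation list passed with no detection filter (adjusted p = 0.035), the variance trend (0.0361) and array quality weights (0.0232), and that of cholesterol and fatty acid synthesis without siLUC array C (0.0115) or siCCAR2 array E (0.00175); over the other alternatives they reached 0.317 and 0.991. No gene of the first 3 lists passed limma in either fit, and at an unadjusted p under 0.05 only 2 genes of oxidative phosphorylation were higher without the block; with it 3, 2 and 4 were higher and 0 lower (1 higher of oxidative phosphorylation with the block when adjusted over the list alone, 0 otherwise). Of the hypoxia response genes, BNIP3L, a mitophagy receptor gene, was lower with the block (-0.64, adjusted p = 0.0197; 4 higher and 4 lower when adjusted over the list alone), and 0 passed without it (0 higher and 3 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). Of 9 PPARG targets, PPARG was higher and LPL lower with the block (2 and 2 when adjusted over the list alone, 1 and 1 without the block), with a list median of 0.06 (adjusted p = 0.945), for which camera gave a downward direction without the block and an upward one with it. Of 14 core clock genes, NR1D2 was lower with the block (-0.51, adjusted p = 0.0446; 1 lower when adjusted over the list alone, 0 without the block; median -0.13, adjusted p = 0.188 from camera). Of 11 CCAR2 partners and targets, 8 lay below 0 (median -0.12, adjusted p = 0.0551, and 0.0135 to 0.0482 in the settings under which the list passed: median scaling alone, no detection filter, detection in at least 3 arrays, the probe of highest mean signal and without array A or E, against up to 0.201 in the others), with CCAR1 at -0.36 and SIRT1 at -0.18, neither past the test (0 in either fit when adjusted over the list alone; 1 lower at an unadjusted p under 0.05 in limma, 3 with the block).

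Markers of cell types gave no list past camera: osteoblast markers had a median of -0.09 (13 genes, adjusted p = 0.168) with SPARC lower, and MGP too with the block, epithelial markers 0.14 (10 genes, adjusted p = 0.11), fibroblast markers -0.09 with a mean of 0.08 (11 genes, adjusted p = 0.741) and leukocyte markers 0.04 (6 genes, adjusted p = 0.391). With members detected in 1 condition only set to the detection limit, the median was -0.033 for osteoblast and -0.006 for leukocyte markers. CLDN1, LUM and CD68 were the genes of the epithelial, fibroblast and leukocyte lists that were higher with the block. Each of these 3 genes was detected in all 3 siLUC arrays. When adjusted over the list alone, 1 osteoblast marker was higher and 4 were lower with the block (0 and 2 without it), 4 fibroblast markers were higher and 0 lower (0 and 0 without it), against the negative median of that list, and 1 leukocyte marker was higher and 0 lower in either fit. The epithelial list passed with median scaling alone (adjusted p = 0.0309), the probe of highest mean signal (0.0467) and without siCCAR2 array E (0.0488), and its adjusted p reached 0.404 without D. The 11 reference genes had a median of 0.02 (adjusted p = 0.741), with GAPDH at 0.22 (adjusted p = 0.832, and 0.405 with the block), which was -0.08 with cyclic loess and -0.21 with median scaling alone. With median scaling alone the medians of the interferon, protease, cholesterol, PPARG, glycolysis, oxidative phosphorylation, leukocyte and reference lists lay below 0, as did that of all genes (-0.11), and with cyclic loess those of the interferon, glycolysis and reference lists did. RAB11FIP1, which the paper names for BJ-hTERT cells, had a log2 fold change of 0.16 in U2OS cells (adjusted p = 0.924, and 0.563 with the block).

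Leaving out 1 array moved the medians of these lists, apart from oxidative phosphorylation, by more than 1.5 times or across 0. The lowest and highest were -0.064 (without B) and 0.078 (without E) for interferon-stimulated genes, -0.0077 (A) and 0.20 (B) for proteases, 0.084 (C) and 0.27 (B) for the insulin-like growth factor system, -0.093 (B) and 0.20 (C) for cholesterol and fatty acid synthesis, -0.058 (F) and 0.13 (E) for glycolysis, 0.079 (E) and 0.12 (B) for oxidative phosphorylation, -0.23 (B) and 0.11 (E) for the hypoxia response and -0.083 (F) and 0.077 (E) for PPARG targets. They were -0.17 (B) and 0.026 (C) for clock genes, which had -0.013 without E, and -0.24 (E) and -0.044 (C) for CCAR2 partners, which had -0.065 without D. For the markers they were -0.15 (D) and 0.039 (E) in osteoblasts, 0.025 (D) and 0.27 (E) in epithelial cells, -0.17 (A) and 0.039 (E) in fibroblasts and 0.0053 (E) and 0.094 (F) in leukocytes, and for reference genes -0.022 (D) and 0.11 (B).

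If lower AKT activity had released the FOXO transcription factors, FOXO targets might be higher in siCCAR2 cells. They were not detectably so: 9 of 19 lay above 0 (median -0.05, with 0.801 as the unadjusted p of camera and an adjusted p of 0.879), CDKN1B was lower and SOD2 higher with the block (4 lower and 3 higher when adjusted over the list alone), and a median near 0 over genes that go both ways leaves the question open. The median was 0.055 without array A, 0.084 without C, 0.13 without E and -0.24 without B. With members detected in 1 condition only set to the detection limit, it was 0.

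The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 3 changed genes (1 higher, 2 lower) and the highest other 248 (75 higher, 173 lower), so 2 splits gave at least as many in each count; at the stricter thresholds these were 0 and 60, which all 10 splits reach, and 8 and 10 lists, which 4 splits reach. The split with 248 genes sets arrays A, C and D against B, E and F and points to a structure of the samples other than silencing. The first principal component held 51.5% of the variance and set arrays B (22.9) and E (25.1) apart from A (-19.7) and C (-25.5), with D (-6.14) and F (3.40) between them. Of the 4 splits that part every pair of the block, also too few, the real one gave 200 genes and the others at most 0, so 1 split gave as many; the others put siLUC and siCCAR2 arrays into the same group. Of the genes tested, 4671 (38.9%, where chance gives 25% on average) went one way in all 3 pairs. Genes vary together and the pairing was picked by closeness to the paper's table, so this gap is not a test.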
